# Aging promotes reactivation of the Barr body at distal chromosome regions

**DOI:** 10.1038/s43587-025-00856-8

**Published:** 2025-05-01

**Authors:** Sarah Hoelzl, Tim P. Hasenbein, Stefan Engelhardt, Daniel Andergassen

**Keywords:** Epigenomics, Dosage compensation, Gene regulation, Ageing

## Abstract

Decades ago, evidence of age-related reactivation of a single gene on the female inactive X chromosome was observed in mice. While stable silencing of the Barr body is crucial for balancing gene dosage between sexes, it remains unclear whether silencing is maintained during aging. Here we used allele-specific multi-omics approaches to capture a comprehensive catalog of genes escaping X chromosome inactivation throughout mouse development and aging. We found substantially elevated escape rates during aging across organs, occurring in multiple distinct cell types and concentrated at distal chromosome regions. Consistently, chromatin accessibility was increased across multiple megabases at chromosome ends, affecting regulatory elements of escapees. As several age-specific escapees are linked to human diseases, their elevated expression in females might contribute to sex-biased disease progression observed during aging.

## Abstract (web summary)

Hoelzl et al. employ multi-omics to catalog genes escaping X chromosome inactivation across major organs throughout the mouse lifespan, revealing that aging promotes reactivation of the Barr body at distal chromosome regions.

## Main

In placental mammals, one of the two female X chromosomes is randomly inactivated to compensate for the gene dosage difference between males and females^1^. This process is initiated by the long noncoding RNA *XIST*, which is expressed early in development and coats the entire X chromosome^2^^,3^. *XIST* coating is followed by the recruitment of repressive epigenetic modifiers, such as the Polycomb repressive complexes, and results in an inactive compact chromatin structure known as the Barr body^4,5^. The inactive X chromosome (Xi) is subsequently passed on clonally through mitosis and epigenetically maintained in a silent state^6^. However, a few genes can overcome X chromosome inactivation (XCI), and these so-called escape genes are consequently expressed from both X chromosomes, resulting in higher expression levels in female than in males^7–10^. Thus, escapees are interesting candidates in the context of sex differences observed in physiological processes as well as in various diseases^11–13^.

Mapping escapees in human is challenging due to the random nature of XCI, genetic variation among individuals and limited number of expressed polymorphisms required to differentiate between the two female X chromosomes^14^. By contrast, hybrid mice with fully skewed XCI offer a robust model to detect escape genes from bulk RNA-sequencing (RNA-seq). Furthermore, mouse models serve as an ideal choice for longitudinal studies of escape dynamics, because mice with the same genetic background can be followed over time. So far, only a limited number of adult organs, including brain, spleen and ovaries, have been investigated, showing a range of escape from 3% to 7% (ref. ^15^). These investigations revealed a certain level of organ-specific escape, suggesting variations in the stability of the Xi due to epigenetic differences^15,16^. As epigenetic changes are one of the hallmarks of aging^17^, they may affect the maintenance of the silent Xi during aging. Initial evidence of age-specific reactivation of the Xi in female mice emerged decades ago, but was limited to demonstrating the reactivation of a single gene (*Otc*) in the liver measured using histochemistry^18^.

So far, there has been no systematic investigation of Xi stability throughout the mammalian lifespan. Here, we used allele-specific transcriptomics in a highly polymorphic mouse model with skewed XCI to capture the escape landscape across the major organs throughout development and aging. We found that aging led to a substantial increase in escape rates, concentrated at distal chromosome regions. Age-specific escape correlated with increased chromatin accessibility at regulatory elements of escape genes. These results provide an important basis for future investigations on the contribution of Barr body instability to sex differences in age-related diseases.

## Results

### The escape landscape shows organ and cell type specificity

To capture a comprehensive catalog of escape genes, we crossed females of the heterozygous *Xist* mouse model^19^ (*Xist*^−/+^, C57BL/6J (BL6) background) with males of the CAST/EiJ (CAST) mouse strain, isolated adult organs from highly polymorphic F1 hybrids (BL6^∆*Xist*^ × CAST), that is, brain, heart, lung, liver, kidney, spleen and muscle, and performed RNA-seq (Fig. 1a). Due to a repA deletion in the long noncoding RNA *Xist* gene on the BL6 X chromosome inherited by the mother, F1 hybrids have fully skewed XCI (BL6 X 100% active). Using an extensive allele-specific expression analysis^20,21^ (Methods), we recovered allele-specific information for an average of 295 ± 71 s.d. X-linked genes across organs (≥20 single-nucleotide polymorphism (SNP)-overlapping reads, 67% ± 5.4% s.d. out of an average of 430 ± 74.1 s.d. expressed X-linked genes with transcripts per million (TPM) ≥1; Supplementary Table 1, sheets a and b). The allelic ratios (ARs) of X-linked genes in our *Xist* mouse model validated the anticipated fully skewed XCI, as most X-linked genes display an AR of approximately 1, confirming that only the maternal BL6 X chromosome is active (Fig. 1b). Genes exhibiting an AR of ≤0.9 were categorized as escape genes, because a minimum of 10% of their expression originates from the paternal Xi. This cutoff was previously used to detect escape genes in mouse and human^7,10^. We excluded genes that showed an AR of ≤0.9 in male samples, as these are probably false positives (*Armcx4* and *Gm14719*) or located within the pseudoautosomal region (*Mid1*) (Extended Data Fig. 1a,b). Across all investigated organs, the percentage of escape ranges from 2.4% in spleen and brain (*n* = 8 and 10 escapees, respectively) to 4.6% in heart (*n* = 12), resulting in a mean of 3.5% escape (Fig. 1c,d). This finding is in line with previous studies that investigated escape patterns in selected mouse tissues^10,15^. Overall, we found a total number of 21 escape genes across all investigated organs, including 9 escapees that were not identified previously (Fig. 1e and Supplementary Table 2)^15^. While some escape genes are shared across all examined organs, including the known constitutive escape genes *Kdm6a*, *Ddx3x*, *Kdm5c* and *Eif2s3x*, 38% of genes escape specifically in one organ (Fig. 1e). Interestingly, eight genes are expressed in multiple organs but escape only in a few selected tissues, suggesting that tissue-specific changes in the epigenetic landscape might have an impact on gene escape. For example, *Plp1* is highly expressed in six out of seven organs, but shows escape only in the heart (Fig. 1e). To assess whether gene escape results in higher expression in females than males, we correlated the AR with the expression fold change between the sexes and observed an overall strong negative correlation (*ρ* = −0.6156; Fig. 1f and Supplementary Table 1, sheet c), suggesting that expression from Xi contributes to a higher gene dose in females. Accordingly, expression fold changes of escape genes are substantially higher compared with nonescape genes across all investigated organs, showing that females have a higher dose of escape genes compared with males (Fig. 1g). This could contribute to sex differences in physiological processes, as escape genes play various roles, including in the musculature (*Smpx*), in immunity (*Tlr8*), in regulating myelin structure (*Plp1*), in epigenetics (*Kdm5c* and *Kdm6a)*, in transcription (*Ddx3x*) and in translation (*Eif2s3x*; Fig. 1h)^22,23^. Evaluation of the localization of the detected escape genes revealed that some escape genes occur alone (for example, *Avpr2*, *Tlr8* and *Smpx*), while others are in close proximity, suggesting cluster organization (Fig. 1i). This is observed for *Kdm6a–4930578C19Rik*, *Xpnpep2–Utp14a–9530027J09Rik* and *5530601H04Rik*–*Pbdc1*, as well as genes within the X inactivation center^24^ (*Jpx*–*Ftx*–*Slc16a2*). To assess the extent of cell-type-specific escape, we focused on the heart and sorted the major cardiac cell types, that is, cardiomyocytes, macrophages, fibroblasts and endothelial cells (Extended Data Fig. 1c–e). Our escape detection workflow validated the majority of escape genes identified in the whole heart (10 out of 12) and identified 9 additional escapees that were previously masked (Fig. 1j–l, Extended Data Fig. 1f and Supplementary Table 1, sheets d and e). Looking at escape at cell-type resolution allowed us to trace which cell type the escape gene originated from. While *Smpx* was initially identified in the whole heart, it exhibits escape exclusively in cardiomyocytes (Fig. 1j,k). Consistent with the observation of organ-specific escape, our results show that escape occurs in a cell-type-specific manner, with some switching from nonescape to escape across cell types, highlighting the influence of cell-type-specific epigenetic mechanisms (Fig. 1j). Notably, the identified cell-type-specific escape genes are in close proximity to escapees identified in the whole heart, with 89% occurring within 2.5 Mb of the whole-heart identified escape genes (Fig. 1k,m). For instance, *Med14*, *1810030O07Rik*, *Cask* and *Gpr34* form an escape cluster with *Ddx3x* in fibroblasts and macrophages (Fig. 1k, zoom-in). In summary, we observed a substantial number of organ and cell-type-specific escape genes that can be organized in distinct clusters.

**Fig. 1:**
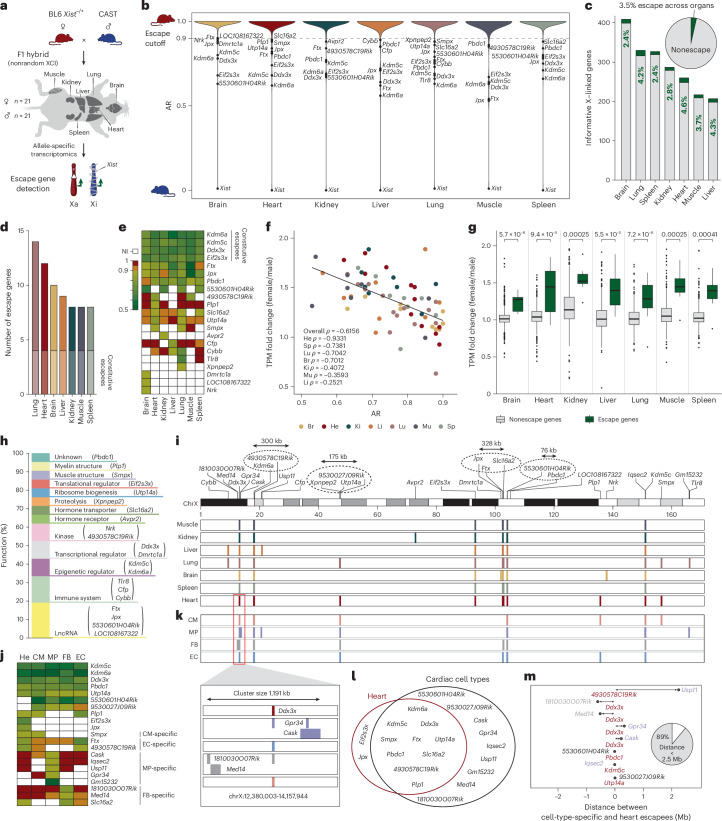
The escape landscape shows a high degree of organ and cell type specificity, with evidence of cluster organization. **a**, A schematic overview of the allele-specific escape detection workflow. Breeding of a BL6 *Xist*^−/+^ mother (red) with a CAST father (blue) results in fully skewed XCI in F1 hybrids. Allele-specific RNA-seq analysis was performed for brain, lung, spleen, liver, heart, kidney and muscle of 9-week-old F1 hybrids (*n* = 3 per sex). **b**, Violin plots showing the median AR of X-linked genes in brain (yellow), heart (red), kidney (turquoise), liver (orange), lung (pink), muscle (purple) and spleen (pastel green). An AR of 1 indicates exclusive maternal expression, while an AR of 0 indicates exclusive expression from the inactive paternal X chromosome. The dotted line represents the cutoff value of ≤0.9 for escape detection. **c**, A bar plot showing all investigated organs ranked by their number of expressed X-linked genes. The percentage of escape is indicated in green. The pie chart shows the mean percentage of escape across all investigated organs. **d**, The number of detected escape genes across all investigated organs. **e**, A heat map showing the median AR of detected escape genes across organs. Red to orange (AR 1 to 0.9) indicates no escape, shades of green (≤0.9) represents escape, and white denotes noninformative genes. **f**, The correlation of median TPM fold change between sexes and median AR of escape genes in the respective organ (colors as assigned above). Normal distribution of the data was assessed using the Shapiro–Wilk test, and the correlation coefficient *ρ* was subsequently calculated using the Spearman method. **g**, A box plot showing the median TPM fold change between sexes of escape genes (green) and nonescape genes (gray) across examined organs. Boxes show the interquartile range (IQR) around the median, and whiskers extend up to 1.5× IQR. Normal distribution of the data was assessed using the Shapiro–Wilk test, and statistical significance between nonescape and escape within each organ was assessed by Mann–Whitney *U* test (two-sided). **h**, Functional roles of detected escape genes (Supplementary Table 2). **i**, Chromosome map depicting the localization of escape genes detected in investigated organs across the X chromosome. Encircled genes show putative cluster formation. **j**, A heat map visualizing median AR of detected escape genes across major cardiac cell types, including cardiomyocytes (CM), macrophages (MP), fibroblasts (FB) and endothelial cells (EC). The color code matches the AR gradient described in **e**. **k**, Localization of escapees detected in the whole heart (red) and major cardiac cell types, including CM (peach), MP (purple), FB (gray) and EC (blue). In the zoom-in window, the putative *Ddx3x* escape cluster is shown. **l**, Overlap of detected escape genes between the whole heart and cardiac cell types. **m**, Distances (Mb) between whole heart escape genes (located at 0 labeled in red) and cardiac cell-type-specific escapees (labeled in the corresponding cardiac cell type color). The pie chart quantifies the proportion of escape genes within and outside 2.5 Mb.

### Escape rate increases significantly during mouse aging across organs

Next, we explored the dynamic behavior of escapees throughout development and aging. To accomplish this, we analyzed organs from embryonic stage E14.5, 4-week-old, 9-week-old and 1.5-year-old mice (hereafter referred to as embryonic, young, adult and aged, respectively; Fig. 2a). Unsupervised clustering confirmed sample identity, with replicates of the same organ clustering together (Extended Data Fig. 2a). Using our escape detection workflow, we detected a comparable proportion of gene escape in embryonic (2.5%), young (3.3%) and adult organs (3.5%), with most escape genes shared across the three stages (Fig. 2b,c and Supplementary Table 1, sheets f–k). By contrast, escape significantly increased with age across all organs examined, reaching a mean percentage of 6.6% (*n* = 51 escapees), 31 of which were specifically detected in aged mice (Fig. 2b,c). These escape genes are also expressed at earlier stages from the active X chromosome (Xa) and switch to biallelic expression during aging (Fig. 2e–g). Notably, the increase of escape during aging was independent of the chosen escape cutoff and *Xist* expression levels (Extended Data Fig. 2b,c). The kidney exhibited the highest percentage of escape of 8.9%, reaching a threefold increase (*n* adult = 8, *n* aged = 24; Fig. 2d,f and Extended Data Fig. 2d). A lower number of age-specific escape genes was found in the liver (*n* = 3). This did include the *Otc* gene, the age-specific escapee identified decades ago in the aged liver^18^ (Fig. 2f). Interestingly, several escape genes (*n* = 11) that were not classified as age-specific escapees show a gradual decrease in AR toward biallelic expression, including the constitutive escape gene *Kdm6a* in muscle, *Plp1* in heart and *Tlr8* in lung (Fig. 2h,j). This suggests that an increasing fraction of transcripts originates from Xi with age. Next, we investigated whether age-specific escape leads to higher expression in females compared with males. We found a significant upregulation of age-specific escape genes in aged female organs (Fig. 2i,j and Extended Data Fig. 2e). Interestingly, based on analysis of the International Mouse Phenotyping Consortium (IMPC) database^22^, escape genes are significantly enriched for genes in which mutations lead to disease (*P* = 1.43 × 10^−8^; Fig. 2k,l and Supplementary Table 1, sheet l) and are implicated in several diseases^23^ (Supplementary Table 1, sheet m, and Supplementary Table 2). Therefore, the higher expression of escape genes in aged female organs might indicate that they contribute to the sex bias of age-related diseases.

**Fig. 2:**
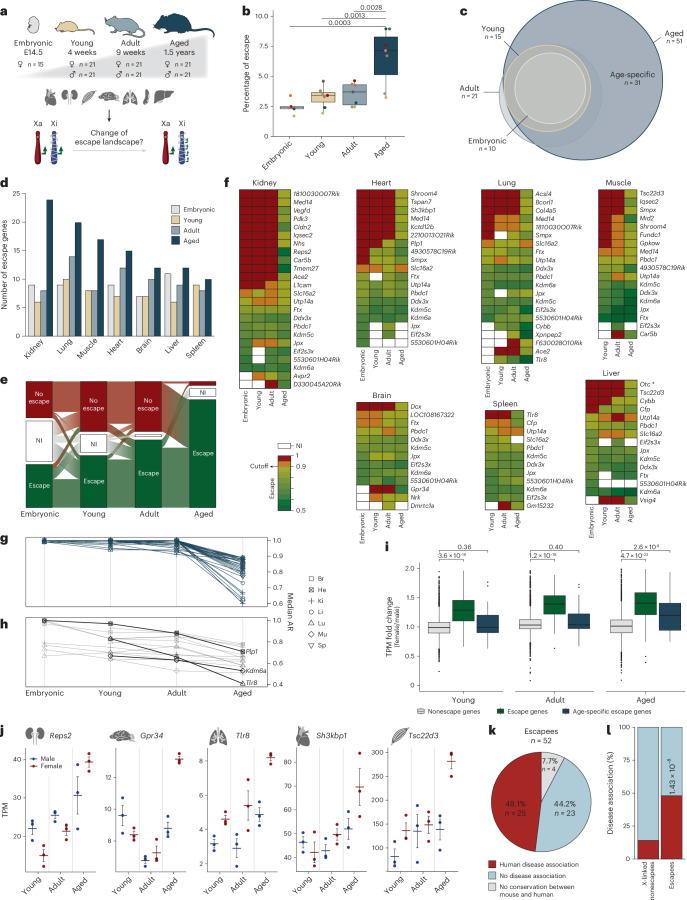
Escape increases during aging across organs. **a**, A schematic overview of detecting the dynamics of escape at four stages: embryonic (gray, E14.5), young (beige, 4 weeks), adult (light blue, 9 weeks) and aged (dark blue, 1.5 years). For the embryonic stage, three replicates were used for female organs, including the heart, lung, brain, kidney and liver. For the young, adult and aged stages, three replicates were used for both male and female organs, including the heart, lung, brain, liver, muscle, kidney and spleen. **b**, The percentage of escape across all investigated organs and time points. Color-coded dots match the colors assigned to organs in Fig. 1. Boxes show the interquartile range (IQR) around the median, and whiskers extend up to 1.5× IQR. Normal distribution of the data was assessed using the Shapiro–Wilk test, and statistical significance was tested using one-way analysis of variance followed by post hoc Tukey’s test. **c**, The overlap of detected escape genes between all four time points. **d**, The number of detected escape genes throughout development and aging across organs. **e**, Dynamics of escape across all four time points. Red, green and white indicate no escape, escape and noninformative (NI), respectively. **f**, Heat maps showing median ARs of detected escape genes across all examined organs at investigated time points. The color code matches the AR gradient described in Fig. 1. The asterisk highlights the first identified age-specific escape gene *Otc* reported by Wareham et al.^18^. **g**, The AR of age-specific escape genes with an ∆AR of ≥0.1 across organs. **h**, Escape genes with a trend toward biallelic expression in aged organs. Genes were selected when they were informative in young, adult and aged and showed an ∆AR of ≥0.1. **i**, The median TPM fold change between sexes of nonescapees (gray), escapees (green) and age-specific escapees (dark blue) across all examined organs at young, adult and aged time points. Boxes show the IQR around the median, and whiskers extend up to 1.5× IQR. Normal distribution of the data was assessed using the Shapiro–Wilk test, and statistical significance was tested using the Kruskal–Wallis test followed by post hoc Dunn’s test with Benjamini–Hochberg correction (two-sided). **j**, TPM expression levels of age-related escape genes between males and females at young, adult and aged time points. Error bars are standard error of the mean. Horizontal lines indicate the mean. **k**, The proportion of escape genes with disease associations (red) and without disease associations (light blue), extracted from the IMPC database (Supplementary Table 1, sheet l). Mouse–human conservation (gray) was extracted from the Mouse Genome Informatics (MGI) and Ensembl databases. **l**, A bar graph illustrating the proportion of disease-associated (red) and non-disease-associated (light blue) escapees and X-linked nonescapees. A Fisher’s exact test revealed a significant enrichment of disease-associated genes among escapees (*P* = 1.43 × 10^−8^, odds ratio 5.60, 95% confidence interval 3.04–10.27, two-sided).

### Age-specific escape manifests within distinct cell types

The increase in escape during aging observed at the whole-organ level raises the question of whether this phenomenon is due to epigenetic changes that occur in individual cells during aging or due to a shift in cell-type composition. To answer this question, we investigated population shifts and cell-type-specific escape during aging in the heart, an organ with a high number of age-specific escapees. To accomplish this, we isolated F1 hearts (BL6 × CAST) from adult and aged females, extracted the nuclei and sorted them by fluorescence-activated cell sorting (FACS) for subsequent single-nucleus RNA-seq (snRNA-seq; Fig. 3a, Extended Data Fig. 3 and Methods). 

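The snRNA-seq experiment comprised 1 adult heart (9 weeks) and 1 aged heart (78 weeks) from wild-type F1 females with a BL6 mother and a CAST father, so that no age has a replicate library. Each F1 nucleus carries 1 X chromosome of either strain, and a read that covers a position at which the strains differ (SNP) can be assigned to BL6 or CAST. The authors aligned the reads with Cell Ranger, split the aligned reads by nucleus and by active X chromosome, pooled all nuclei with a BL6 Xa of each age into 1 pseudobulk and counted SNP-overlapping reads per gene with Allelome.PRO2 over the RefSeq annotation of GRCm38. The deposited values analysed here are these counts of BL6 and CAST reads per gene over the whole genome, without normalization, together with the allelic ratio, which is the BL6 share of the reads rounded to 2 decimals. An allelic ratio of 1 therefore means that all reads came from the BL6 Xa, or all but a small share lost in the rounding. A lower allelic ratio means a larger share of CAST reads, which the paper takes as expression from the Xi. All cell clusters are pooled in these values, so the data per cell cluster are not analysed here. The adult pseudobulk held 9747535 SNP-overlapping reads over 24015 genes and the aged pseudobulk 5805807 over 22691 genes, of which 294446 and 167610 lay on X-linked genes. By comparison, the paper's Supplementary Table 1 gives 274339270 sequenced read pairs for the adult library and 281402085 for the aged library, from all nuclei and before the selection of SNP-overlapping reads. The counts start at 1 read per gene, so the minimum of 20 SNP-overlapping reads stated by the paper was applied here. To compare the amounts of reads between libraries, the reads of a gene were scaled to the SNP-overlapping reads of all genes (RPM) or to the number of nuclei. As in the paper, a gene with an allelic ratio of 0.9 or lower was counted as escaping, and the 7 genes that the paper excludes for their allelic ratio in males were left out. Intervals are exact (Clopper-Pearson) 95% binomial intervals for shares and exact Poisson intervals for read counts. They cover counting error only, since reads are not known to be independent molecules and a single heart per age leaves the variation between animals unmeasured. For the same reason no test between the ages was run. Background correction with CellBender is described by the paper for the expression matrices, and the paper's text does not name it for the aligned reads behind these counts.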

After quality control and normalization, we obtained 8,127 and 5,986 nuclei for the adult and aged time point, respectively, which were then clustered into 14 cell types (Fig. 3b). Cluster identities were assigned using cell-type-specific marker gene expression (Extended Data Fig. 4a). Examination of cell-type composition during aging showed that the proportion of cardiomyocytes decreased from 30.4% to 25.0%, while the proportion of fibroblasts increased from 22.0% to 32.3% (Fig. 3c and Supplementary Table 1, sheet n). This age-dependent increase in fibroblasts is a well-known phenomenon that ultimately leads to cardiac remodeling by fibrosis in the aged heart^25^. To assess escape in our snRNA-seq data, we first determined the Xa in each individual cell by performing an allele-specific analysis with X-chromosome-wide resolution (Fig. 3a and Methods)^26^. In both adult and aged samples, we observed preferential inactivation of the BL6 X chromosome, a well-known effect in BL6 and CAST hybrids^16,27,28^ (Fig. 3d). 

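In the pooled nuclei assigned a BL6 Xa, 97.1% of the adult and 96.6% of the aged SNP-overlapping reads on the X chromosome came from BL6 when Xist and its overlapping antisense locus Tsix were left out. The rest, 2.94% and 3.43%, came from CAST. The autosomes, on which both alleles are active, gave a BL6 share of 53.4% in the adult and 53.8% in the aged library, and single autosomes ranged from 51.5% to 56.1% and from 52.3% to 55.5%, respectively. The median allelic ratio was 0.536 over 14037 autosomal genes in the adult library and 0.537 over 12770 in the aged library, so a small excess of BL6 reads was present in both. Imprinted genes, which are expressed mainly from 1 parental allele, were used to check the direction of the allelic ratio. Of 13 with at least 20 reads in both libraries, 11 had intervals on the side of 0.5 that is known for the gene if BL6 is the maternal allele. Of the maternally expressed genes, Meg3 had 275 of 275 reads from BL6 in the adult library and 423 of 425 in the aged library, and Grb10 had an allelic ratio of 0.998 and 0.995. Of the paternally expressed genes, Sgce had an allelic ratio of 0.0171 and 0.0161 and Snrpn of 0.0203 and 0.0343. The paternally expressed Impact had no clear direction, with 0.485 and 0.472, and the maternally expressed Igf2r, whose locus overlaps that of the paternally expressed Airn, went against it, with 0.298 and 0.282. The maternally expressed Cdkn1c had an allelic ratio of 0.810 from 21 adult reads and 0.438 from 16 aged reads, too few for the comparison. By most of these genes, the BL6 allele was the maternal allele in both libraries. With 2661 adult and 1730 aged nuclei reported by the paper, the X chromosome without Xist and Tsix was covered by 98.1 SNP-overlapping reads per nucleus in the adult and 84.8 in the aged library.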

For further pseudobulk analysis, we used only cells with an active BL6 X chromosome to ensure comparability with the heterozygous *Xist* model and to avoid the well-documented phenomenon of strain-specific escape (*n* adult = 2,661, *n* aged = 1,730; Extended Data Fig. 4b,c)^16,29,30^. 

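Xist lies on chromosome X of GRCm38 from 103460373 to 103483233. It had 15959 CAST and 696 BL6 reads in the adult library and 10091 CAST and 327 BL6 reads in the aged library. The BL6 share was therefore 4.18% (95% interval 3.88% to 4.49%) in the adult and 3.14% (2.81% to 3.49%) in the aged library. The locus of Tsix spans that of Xist and had nearly the same reads, 16714 in the adult and 10441 in the aged library. The counting is not stated to use the strand, so these reads cannot be divided between both genes. The remaining X-linked genes with at least 20 reads, 392 in the adult and 345 in the aged library with Tsix counted, had a median allelic ratio of 0.98 in each, with an interquartile range of 0.95 to 0.99. An allelic ratio of 0.95 or higher was found for 304 adult and 265 aged genes (77.6% and 76.8%). An allelic ratio of 0.9 or lower was found for 38 genes in the adult library and 43 in the aged library. Among the 339 genes that reached 20 reads in both libraries, 22 were at or below 0.9 in both, 9 in the adult library alone and 18 in the aged library alone. The alternative that moved the adult count most was an allelic ratio of 0.95 or lower taken as escape, with 101 genes, and the one that moved the aged count most was a minimum of 100 reads, with 15 genes. The constitutive escapees served as a reference for biallelic expression. Kdm6a had an allelic ratio of 0.535 (0.519 to 0.551) in the adult and 0.525 (0.500 to 0.549) in the aged library, Kdm5c of 0.672 and 0.646, Eif2s3x of 0.688 and 0.657 and Ddx3x of 0.636 and 0.559, and the intervals of the ages overlapped for each of these 4 genes.

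**Figure D1:**
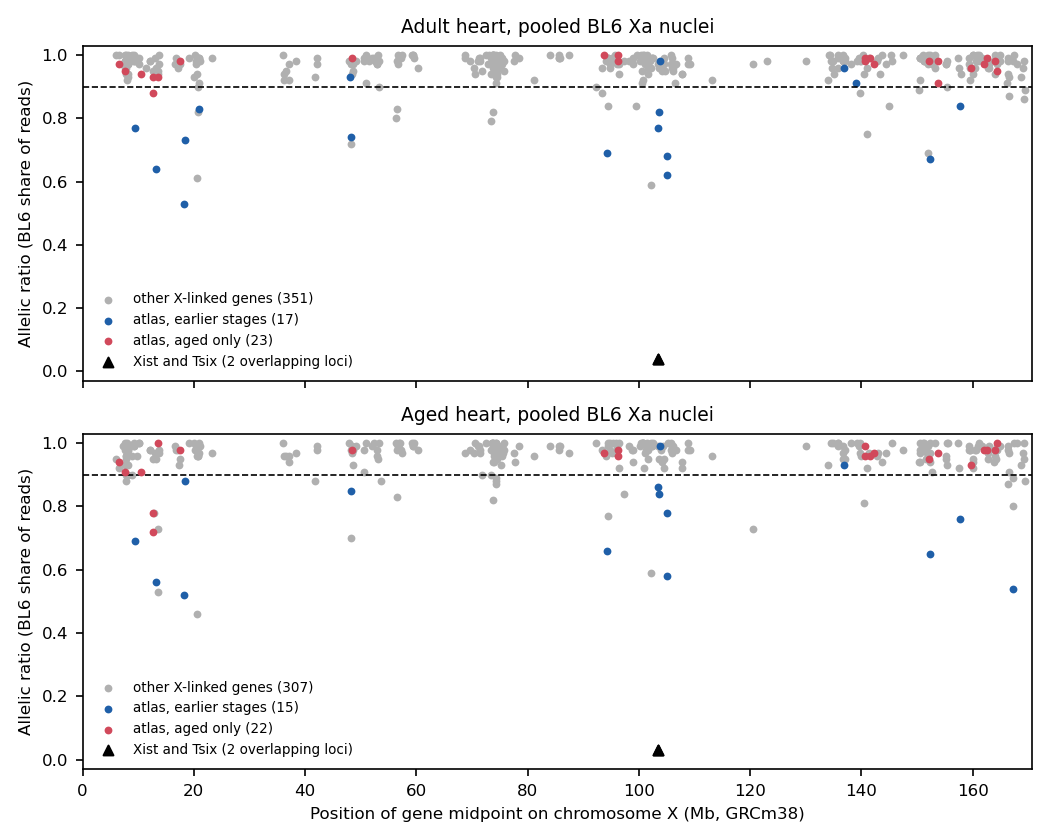
Allelic ratio of X-linked genes with at least 20 SNP-overlapping reads (y axis) against the position of the gene midpoint on chromosome X in Mb (x axis), in the adult (top) and aged (bottom) library. Points are genes, coloured by the stage at which Supplementary Table 2 lists them, triangles are Xist and Tsix, and the dashed line marks an allelic ratio of 0.9, above which most genes lie.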

We confirmed that *Xist* was exclusively expressed from Xi (CAST), while the majority of X-linked genes were expressed from Xa (BL6; Fig. 3e). To assign the age-specific cardiac escape genes detected at the whole-organ level to specific cell types, we applied our allele-specific escape detection workflow to cardiac cell clusters using pseudobulk (Supplementary Table 1, sheet o). 

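For all nuclei with a BL6 Xa pooled, the age-specific genes were taken from Supplementary Table 2, which lists 52 escapees over all organs, 31 of them found in aged organs alone. Of these 31 genes, 29 were listed in the files and 22 had at least 20 reads in both libraries. The deposited allelic ratio was lower in the aged library for 15 of the 22 genes, higher for 4 and equal for 3, and from the read counts it was lower for 17 and higher for 5. The median allelic ratio was 0.98 in the adult and 0.97 in the aged library. The median change, allelic ratio adult minus allelic ratio aged, was 0.02, which lay at percentile 99.97 of 10000 random lists of the same size, drawn from the other informative X-linked genes with similar numbers of reads. The percentile describes these libraries and is not a test between ages. The alternative that moved the median most was a minimum of 100 reads, which gave 0.03 over 16 genes, and the smallest median, 0.0102, came from division of each allelic ratio by the median allelic ratio of the library with quotients above 1 set to 1. An allelic ratio of 0.9 or lower was reached by 1 of the 22 genes in the adult library, 1810030O07Rik, and by 2 in the aged library, 1810030O07Rik and Med14. CAST reads of the 22 genes together rose from 42.1 to 105 RPM, and from 30.0 to 57.9 RPM when Med14 was left out. Shroom4 (chromosome X, 6399940 to 6637454) had an allelic ratio of 0.969 (0.957 to 0.979) in the adult and 0.940 (0.924 to 0.954) in the aged library, with 1079 and 1070 reads. Tspan7 (10485116 to 10596604) had an allelic ratio of 0.940 (0.921 to 0.955) and 0.912 (0.884 to 0.935), and 2210013O21Rik (153723554 to 153741296) of 0.976 (0.954 to 0.989) and 0.968 (0.934 to 0.987). The intervals of the ages were separate for Shroom4 and overlapped for Tspan7 and 2210013O21Rik. The locus of Shroom4 overlaps other loci of the annotation, so its reads could be shared with them.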

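Smpx is a protein-coding gene on chromosome X of GRCm38 from 157698973 to 157752591. It had 1755 SNP-overlapping reads in the adult and 814 in the aged library. This corresponds to 0.660 reads (95% Poisson interval 0.629 to 0.691) for each of the 2661 adult nuclei and 0.471 reads (0.439 to 0.504) for each of the 1730 aged nuclei, far from the 20 reads required for an allelic ratio. The ratio of aged to adult reads per nucleus was 0.713 (0.656 to 0.776), and that of RPM was 0.779. These are averages over all pooled nuclei of any cell type. The paper found escape of Smpx in cardiomyocytes alone and a lower proportion of cardiomyocytes in the aged heart. The ratios therefore do not separate a change within cells from a change in cell proportions. CAST reads amounted to 278 in the adult and 196 in the aged library, that is to 1 read in 9.57 and 8.83 nuclei. Pooled over nuclei, Smpx had an allelic ratio of 0.842 (0.824 to 0.858) in the adult and 0.759 (0.728 to 0.788) in the aged library. Among the genes of Supplementary Table 2, Col4a5 had the most reads per nucleus in the adult library (1.49) and Kdm6a in the aged library (0.957). Over all X-linked genes with at least 20 reads, apart from Xist and Tsix, the median was 0.0620 reads per nucleus in the adult and 0.0720 in the aged library. Dmd was the only one of these genes above 20 reads per nucleus in both libraries, with 23.7 and 22.0.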

We also considered investigating escape dynamics and diversity at the cellular level, but our snRNA-seq dataset lacked sufficient SNP-overlapping reads to compute robust ARs per cell, even for the highest-expressed escape gene *Smpx* (Extended Data Fig. 5a–d). Interestingly, we observed genes that show age-specific escape in every cell cluster, but also cell-type-specific escape genes (Fig. 3f). For instance, *Med14* showed an age-related shift across all examined cell populations, with the highest increase of Xi-specific expression observed in pericytes (∆AR = 0.28, Fig. 3g, left). 

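Med14 is a protein-coding gene on the minus strand of chromosome X of GRCm38, from 12675371 to 12762106. Over all pooled nuclei with a BL6 Xa, it had 1644 BL6 and 118 CAST reads in the adult library and 951 BL6 and 272 CAST reads in the aged library. The allelic ratio was 0.933 (95% interval 0.920 to 0.944) in the adult and 0.778 (0.753 to 0.801) in the aged library, so the gene passed from above to below 0.9. The change in allelic ratio was 0.15 from the deposited ratios and 0.155 from the read counts (0.130 to 0.182, Newcombe interval). With the adult reads thinned to the aged total, the change was 0.157, and it ranged from 0.143 to 0.170 over 100 draws. Thinning leaves the expected allelic ratio unchanged, so these draws show sampling spread only and do not test the change. Med14 had the third largest absolute change computed from the read counts among the 26 genes whose exact intervals did not overlap between the libraries. The reads of the CAST and the BL6 allele changed differently. CAST reads rose from 12.1 RPM (10.0 to 14.5) to 46.8 RPM (41.4 to 52.8), whereas BL6 reads were at 169 RPM (161 to 177) in the adult and 164 RPM (154 to 175) in the aged library. The neighbouring loci 1810030O07Rik, which overlaps Med14 by 7 bp, and Gm14634, which starts 171 bp away, also had a lower allelic ratio in the aged library, 0.876 against 0.725 and 0.949 against 0.779. Without replicate hearts, these differences exceed counting error but have no estimate of the variation between animals. The values pool the cell clusters and do not separate a change within clusters from a change in their proportions. From the allelic ratios of the single clusters in Fig. 3g, the paper states that the shift of Med14 was present in all cell populations examined and was largest in pericytes. From such changes within clusters, the paper concludes that escape in the aged heart occurs inside cell types and does not arise from shifts of their populations, and proposes that epigenetic changes with age promote it.

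**Figure D2:**
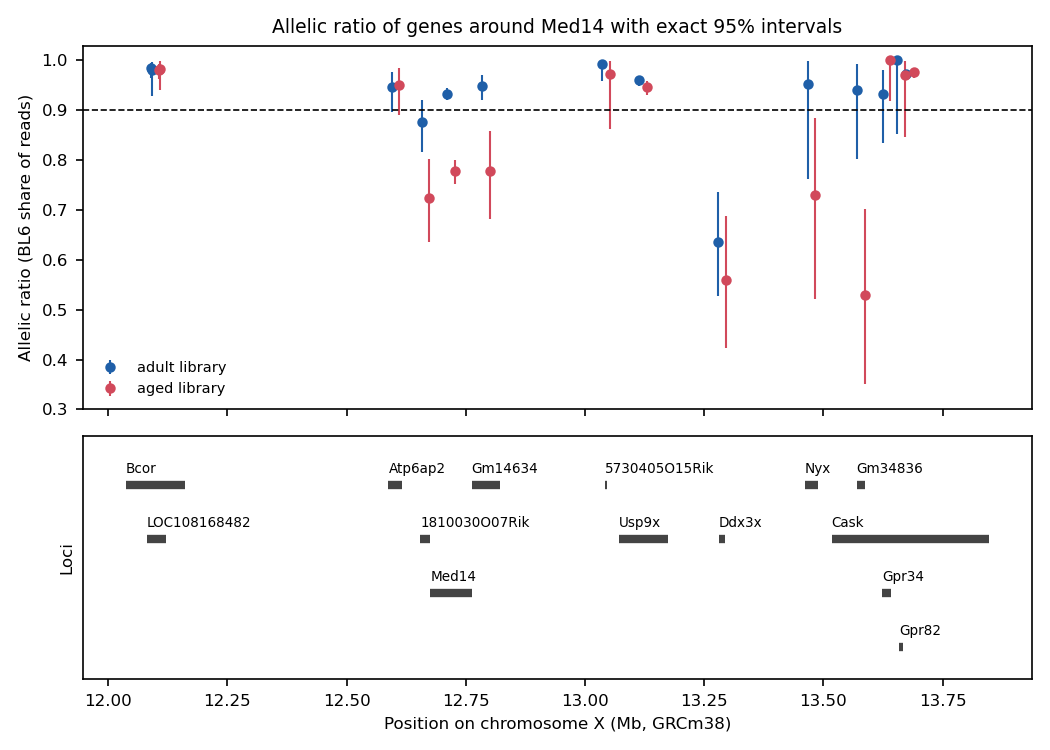
Allelic ratio (y axis, top) of the 14 genes within 1 Mb of Med14 that had at least 20 reads in both libraries, against their position on chromosome X in Mb (x axis), with the extent of each locus drawn to scale (bottom). Points are the adult (blue) and aged (red) library, placed side by side at the gene midpoint, bars are exact 95% intervals, and the dashed line marks an allelic ratio of 0.9. The aged interval lies below the adult interval for 1810030O07Rik, Med14, Gm14634 and Gm34836.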

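Summed over both alleles and all pooled nuclei with a BL6 Xa, Med14 had 1762 SNP-overlapping reads in the adult and 1223 in the aged library. Scaled to the reads of all genes, this was 181 RPM (95% Poisson interval 172 to 189) in the adult and 211 RPM (199 to 223) in the aged library, a ratio of 1.17. Per nucleus, the gene had 0.662 reads (0.632 to 0.694) and 0.707 reads (0.668 to 0.748), a ratio of 1.07 with overlapping intervals. The size of the increase thus depended on the scale, and only the difference in RPM lay outside counting error. The values count SNP-overlapping reads over the whole locus and are not separated by cell type.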

Consistent with this, *Med14* exhibited increased expression levels with age across several cell types (Fig. 3g, right, and Extended Data Fig. 4d). By contrast, *Sh3kbp1* showed a ∆AR of 0.12 specifically in cardiomyocytes, accompanied by an increase in expression (Fig. 3h). 

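Sh3kbp1 lies on chromosome X of GRCm38 from 159627028 to 159975920 and encodes a protein. With all cell clusters pooled, it had 797 BL6 and 33 CAST reads in the adult and 626 BL6 and 50 CAST reads in the aged library. The pooled allelic ratio was 0.960 (95% interval 0.945 to 0.973) in the adult and 0.926 (0.904 to 0.945) in the aged library, both above 0.9. The change in allelic ratio was 0.03 from the deposited ratios and 0.0342 from the read counts (0.0109 to 0.0591, Newcombe interval), smaller than that of Med14 over the same nuclei. CAST reads rose from 3.39 (2.33 to 4.75) to 8.61 (6.39 to 11.4) RPM. BL6 reads rose from 81.8 (76.2 to 87.6) to 108 (99.5 to 117) RPM, so that reads from both alleles together rose by a ratio of 1.37 in RPM and 1.25 per nucleus. The cardiomyocyte values of Fig. 3h are allelic ratios of a subset of these nuclei and are not separated here.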

We hypothesized that age-specific escape might be driven by changes in *Xist* levels between senescent and nonsenescent cells. However, we found no significant difference in *Xist* expression, suggesting that other mechanisms may be involved (Extended Data Fig. 6a–d). Taken together, our analysis revealed that, despite a shift in cell-type populations in the aging heart, age-specific escape manifests within distinct cell types, indicating that age-related epigenetic changes promote gene escape.

**Fig. 3:**
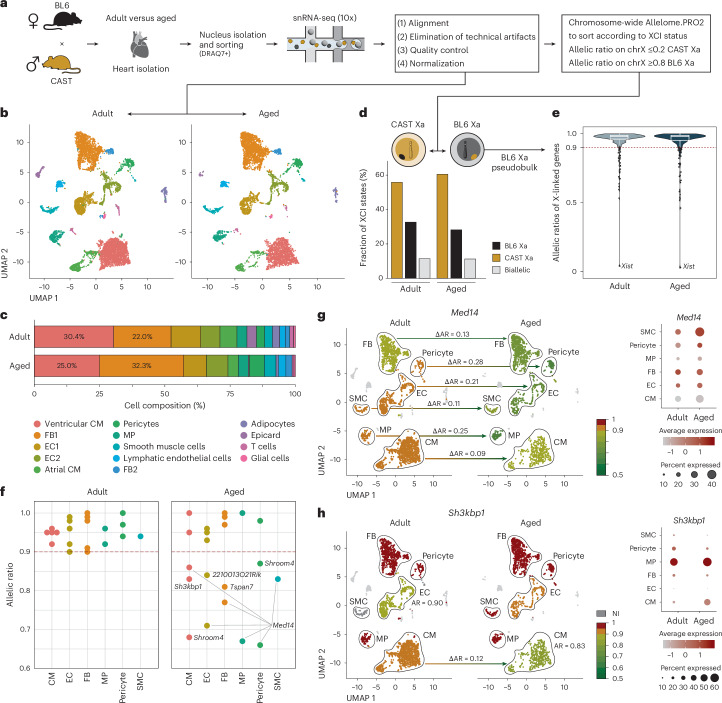
Age-specific escape manifests within distinct cell types rather than arising from population-level shifts. **a**, A schematic overview of the snRNA-seq workflow. Aged and adult hearts were isolated from wild-type BL6 × CAST females (*n* = 2, 1 adult BL6 × CAST, 1 aged BL6 × CAST). Nuclei were isolated and FACS sorted before generating the snRNA-seq libraries using 10x Genomics. After alignment, elimination of technical artifacts, quality control and normalization the whole dataset was analyzed for population shifts. To split the dataset according to the active X chromosome (Xa), a chromosome-wide Allelome.PRO2 analysis was conducted (AR on chrX ≤0.2: CAST Xa; AR on chrX ≥0.8: BL6 Xa). All downstream allele-specific single-nucleus analysis was performed on cells with BL6 Xa only. **b**, UMAP dimensionality reduction of 14 cardiac cell clusters in adult and aged samples. Cell clusters are colored according to **c**. **c**, The cell-type composition in adult and aged samples. **d**, Fractions of cells with BL6 Xa (black), CAST Xa (brown) and biallelic X-linked AR (gray). **e**, A violin plot depicting the AR of X-linked genes of the adult and aged sample obtained by an Allelome.PRO2 analysis using all BL6 Xa cells as a pseudobulk input. Boxes show the interquartile range (IQR) around the median, and whiskers extend up to 1.5× IQR. **f**, The AR of age-specific escape genes identified in the bulk RNA-seq heart. Only cell clusters containing more than 50 BL6 Xa cells in both time points were analyzed (cardiomyocytes (CM), fibroblasts (FB), endothelial cells (EC), pericytes and smooth muscle cells (SMC)). Subclusters of CM, FB and EC were merged for allele-specific analyses. **g**, Left: UMAP visualization showing AR of an example gene *Med14*, across cell clusters during aging. Arrows indicate age-specific escape, with the corresponding delta AR (∆AR) calculated as: AR adult − AR aged. Right: the expression pattern of *Med14* across cell clusters during aging. The color intensity corresponds to the average expression, while the dot size represents the percentage of cells within each cluster expressing *Med14*. **h**, Same as in **g** for age-specific escape gene *Sh3kbp1*.

### Age-specific escape is concentrated at distal chromosome regions

Next, we investigated the chromosomal position of age-specific escape genes. This analysis revealed that 71% of these genes are located within 2.5-Mb escape regions identified in earlier stages, while 29% form additional escape loci during aging (Extended Data Fig. 7a,b). This is consistent with our observation that escape genes are organized in clusters. Notably, we did not observe an over- or underrepresentation of long interspersed nuclear elements (LINEs) near escape clusters, DNA elements suggested to promote the spreading of XCI in regions otherwise predisposed to escape (Extended Data Fig. 7c)^31^. Importantly, we found that age-specific escape genes localize predominantly toward the distal ends of the X chromosome (Fig. 4a). Further analysis confirmed that age-specific escapees are significantly enriched at chromosome ends, with the majority (84%) located within the first 20 Mb and the last 40 Mb of the chromosome (Fig. 4b). These findings raise the question of whether the compact and silenced state of the Barr body changes specifically at its distal sites during aging.

**Fig. 4:**
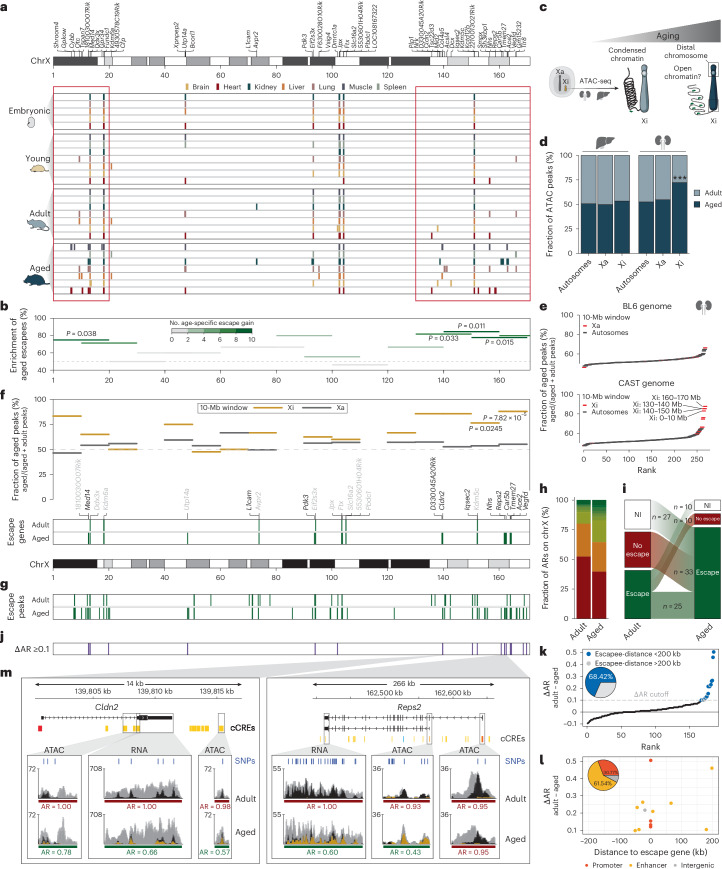
Age-specific escape is enriched at distal chromosome regions with increased chromatin accessibility at regulatory elements of escape genes. **a**, X chromosome map visualizing the localization of escape genes across the X chromosome at all four time points. **b**, Enrichment of escapees identified in aged organs across the X chromosome. Escape genes of all organs were combined, and enrichment was calculated within each 20-Mb sliding window as follows: number of escapees identified in aged organs/total number of escapees in all time points. Bars are colored according to the number of age-specific escape gene gain (gray to green). Significance was determined by a binomial test (two-sided). **c**, An overview of the experimental workflow to investigate whether the X chromosome becomes more accessible with aging using allele-specific chromatin accessibility. Liver (low age-specific escape) and kidney (high age-specific escape) were isolated from F1 BL6^∆*Xist*^ × CAST females (*n* = 2 for both adult and aged samples). **d**, Fraction of ATAC peaks from adult and aged liver and kidney, shown for autosomes, the active (Xa) and inactive (Xi) X chromosomes. Statistical significance was assessed using Fisher’s exact test (two-sided). Asterisks (***) indicate a significant difference with *P* = 1.502 × 10^−6^. **e**, Fraction of aged ATAC peaks in the kidney for each 10-Mb window across the genome, ranked by their enrichment (BL6 allele: upper plot; CAST allele: lower plot). Windows on autosomes are shown in black, while those on the X chromosome are shown in red. **f**, Enrichment of peaks within 10-Mb windows in the aged kidney for Xi (brown) and Xa (gray). Statistical significance was determined by a binomial test (one-sided). Localizations of adult (gray) and age-specific (black) escapees identified in the kidney are shown below. **g**, Localization of escape ATAC peaks with an median AR ≤0.9 in adult and aged kidneys. **h**, Percentages of X-linked median AR in adult and aged samples. The color code matches the gradient described in Fig. 1. **i**, Dynamics of escape ATAC peaks across the adult and aged time point, where red, green and white indicate no escape, escape and noninformative, respectively. **j**, X-chromosome map showing the localization of peaks that are present in all replicates and have ∆AR ≥0.1 (∆AR, AR_adult_ − AR_aged_). **k**, ATAC peaks ranked by ∆AR. Peaks with ∆AR ≥0.1 within 200 kb of an escapee are shown in blue, while those beyond this distance are shown in gray. **l**, The distance between escape genes and ATAC peaks (∆AR ≥0.1 within 200 kb of an escapee), with peak overlap indicated for promoters (red), enhancers (yellow), and intergenic regions (gray). **m**, Genome browser tracks showing the age-specific kidney escape genes *Cldn2* (left) and *Reps2* (right), with Xa-specific reads (black), Xi-specific reads (brown) and non-allele-specific reads (gray) for ATAC- and RNA-seq. Green (escape) and red (nonescape) bars indicate the escape status for genes and ATAC-seq peaks, along with their AR (AR ≤0.9 for escape cutoff). ENCODE candidate *cis*-regulatory elements (cCRES) are shown as: promoter, red; proximal enhancer, orange; distal enhancer, yellow; CTCF, blue. SNPs used for assigning sequencing reads to Xa or Xi are shown in dark blue.

### Aging increases chromatin accessibility at distal chromosome regions, affecting regulatory elements of escapees

To determine whether the condensed Barr body loosens during aging at distal chromosome regions, we assessed chromatin accessibility. Thus, we generated assay for transposase-accessible chromatin using sequencing (ATAC-seq) libraries from adult and aged organs, specifically the liver, which has a low number of age-specific escapees, and the kidney, which has the highest number (Fig. 4c). In both organs, the number of ATAC peaks on the Xa as well as on autosomes did not significantly change with age (Fig. 4d, Extended Data Fig. 8a and Supplementary Table 1, sheet p). By contrast, the fraction of ATAC peaks on the Xi increased significantly with age in the kidney (*P* = 9.238 × 10^−6^), but not in the liver (Fig. 4d). This result indicates that the Xi is more accessible in the organ that features a higher number of age-specific escapees. To determine the regions on the Xi responsible for increased age-specific accessibility in the kidney, we calculated the ratio between adult and aged ATAC peaks over 10-Mb windows and found an overrepresentation at the distal regions of the Xi, overlapping with age-specific kidney escapees (Fig. 4e,f). Consistently, we observed a higher proportion of biallelic ATAC-seq peaks enriched at distal chromosome regions in the aged kidney, a pattern that cannot be explained by the spreading of an open pseudoautosomal region (Fig. 4g,h, Extended Data Fig. 8b–d and Supplementary Table 1, sheet q). These biallelic peaks consist of 27 de novo age-specific peaks and 33 peaks that switch from Xa-specific to biallelic during aging (Fig. 4i). To determine the most robust shifts during aging, we filtered for peaks shared across replicates that were at least 10% more accessible on Xi in the aged samples. This narrowed it down to 19 high-confidence ATAC-seq peaks, which were mostly concentrated at distal chromosome regions and found in proximity of escape genes (68.42% within 200 kb of escapees; Fig. 4j,k, and Extended Data Fig. 8e). Among these, 92.31% overlap with regulatory elements such as escape gene promoters (30.77%) and nearby enhancers (61.54%; Fig. 4l). A notable example is the age-specific escape gene *Cldn2*. We detected two age-specific accessible regions, which overlap enhancers, one within the gene body of *Cldn2* and another approximately 4 kb downstream, probably controlling expression from the Xi (Fig. 4m, left). Another interesting example is *Reps2*, where a specific isoform escapes in an age-dependent manner. While the long isoform of *Reps2* is expressed from the Xa, the promoter of the short isoform shows age-dependent biallelic activity, leading to Xi-specific expression of the short isoform (Fig. 4m, right). We further investigated the age-related accessibility of the three age-specific escapees identified in the liver and observed biallelic peaks at promoters and enhancers in two genes, suggesting that this phenomenon may occur across organs (Extended Data Fig. 9). Our in-depth, allele-specific characterization shows that, during aging, the distal chromosome regions of the Xi become more accessible at sites of regulatory elements that might drive escape gene expression.

## Discussion

In our systematic analysis of escape during development and aging, we observed that gene escape substantially increases with age in all examined organs. This suggests that maintenance of the silent Barr body is impaired with age. Progressive destabilization of the inactive X chromosome during aging was hypothesized decades ago based on the observation of a single escape gene (*Otc*) in the liver^18^. However, at the time, the authors could not determine whether the reactivation of this gene was an isolated event or indicated a reversal of XCI patterns^18,32^. Our study demonstrates that Xi reactivation during aging is widespread. Specifically, we observed an increase in escape from an average of 3.5% in the adult stage to 6.6% in the aged stage out of informative X-linked genes across organs. Using allele-specific snRNA-seq analysis, we showed that age-specific escape occurs in a cell-type-specific manner, indicating that epigenetic changes during aging might drive gene escape. Accordingly, we observed an age-related increase in chromatin accessibility on the Barr body, overlapping DNA regulatory elements in proximity to escape sites, suggesting that these elements might allow age-specific escape. Given that epigenetic alterations are one of the hallmarks of aging^17^, our results are in line with recent studies that observed DNA methylation changes on the X chromosome during aging in a sex-specific manner^33–36^. Strikingly, we discovered that age-specific escapees and chromatin accessibility are enriched at distal chromosome regions. Previous studies have described a role for telomeres in regulating gene expression over multiple megabases via telomere loops on autosomes^37,38^ and in reactivating a single X-linked gene^39^. Whether telomere shortening plays a role in age-specific reactivation and how aging affects different layers of the epigenome, leading to Barr body instability, require further investigation.

Our study provides a comprehensive escape atlas across multiple organs during the murine lifespan. We extended the observation of organ-specific gene escape^15^ to the major organs and discovered cell-type-specific escape in the heart. We also uncovered that escape is organized in distinct gene clusters, which is consistent with observations in mice^40,41^ and humans^7^. Cluster organization suggests a common regulatory mechanism that controls gene escape in a cell-type-specific manner, but whether specific motifs for DNA binding proteins regulate escape warrants further investigation^14,42^. One limitation of this study is that only 81% of X-linked genes can be assessed due to the presence of SNPs within the gene body. However, from the remaining 19%, the majority was not expressed in our dataset. Nevertheless, we were able to assess the escape status of a substantial fraction of expressed X-linked genes, representing a robust dataset for further analysis.

Whether age-specific escape also occurs in humans remains to be discovered. Conducting a longitudinal studies in humans is highly challenging due to the difficulty of obtaining samples from the same individual over time. Moreover, mapping escape in human is complicated because of the random nature of XCI, genetic variation among individuals and the limited number of expressed polymorphisms^14^. A previous study mapped human escape genes in postmortem samples by comparing expression between sexes, analyzing one fully skewed XCI female and performing allele-specific single-cell analyses, revealing escape of 23% of assessed X-linked genes, with a high degree of tissue specificity^9^. However, a recent study analyzed organs from the same resource and described tissue-specific escape as a rare event^43^. The resulting discrepancy between these studies highlight the challenges of escape determination in humans^43^. Despite this incomplete human escape landscape, a handful of murine escape genes also exhibit escape in humans, implying that the phenomenon of escape is partially conserved^7,10^. Thus, our mouse atlas (Supplementary Table 2) provides the foundation to assess the extent of escape conservation between mice and humans, as gene dosage conservation across species may suggest functional importance (Supplementary Table 1, sheet r).

The highly conserved X chromosome contains over a thousand genes, many of which are linked to human diseases^22,23^. Our escape gene catalog also reveals a significant enrichment for disease-relevant genes. This finding lays the groundwork for future investigations into the causes of sex bias in disease, which is currently attributed mainly to hormonal differences. For example, evidence for a direct link between gene escape and female-biased autoimmunity has been demonstrated for *TLR7* and *TLR8*, with their higher escape gene dose leading to enhanced immune responses^44–46^. In line with these observations, we identified *Tlr8* as an escape gene in organs with a high fraction of immune cells. Interestingly, *Tlr8* exhibited a gain of escape with age, accompanied by higher expression in females, which may contribute to age-related autoimmune disorders such as late-onset lupus^47^. In line with our observation of increased *Plp1* escape during aging in cardiac glial cells, a recent study reported a similar pattern in the aging hippocampus and showed that *Plp1* overexpression improved cognition, highlighting the beneficial role of age-related escape^48^. Another interesting example is *Ace2*, which shows age-specific escape in the lung and has been shown to reduce pulmonary fibrosis^49^. This condition has a higher prevalence in men, with risk increasing with age, indicating that the higher expression of *Ace2* in females may offer protection^49–51^. Future studies will need to address the role of age-related escape genes in sex-specific disease progression during aging and whether they could be implicated in lifespan differences between sexes.

In conclusion, our systematic assessment of Barr body stability identified age-specific reactivation at distal chromosome regions, which probably promotes gene escape. The subsequent increase in expression of conserved and disease-relevant genes in females might provide additional insights into sex-specific disease mechanisms, complementing the role of hormones in explaining sex biases in age-related disease.

## Methods

### Mouse strains

Mice were housed under a 12-h light/dark cycle at 21 ± 1 °C with 40–70% humidity at the Technical University of Munich, Institute of Pharmacology and Toxicology. BL6 *Xist*^−/+^ females were purchased from Riken BRC Japan (RBRC02655: B6;129-Xist<tm5Sado>) and were maintained by breeding with wild-type C57BL/6J purchased from Jackson Laboratory (JAX: strain #000664). BL6 *Xist*^−/+^ females and wild-type CAST males (JAX: strain #000928) were used for breeding to obtain experimental F1 hybrids. Mice were weaned and genotyped at 4 weeks of age (genotyping primers are listed in ref. ^19^). All animal experiments were performed in accordance with relevant guidelines and regulations, including the EU guideline 2010/63, the German Animal Welfare Act and ARRIVE guidelines. Approval was granted by the authorities (District Administration Department of the City of Munich, Veterinary Office Munich City, permit according to §11, paragraph 1 sentence 1 no. 1 of the Animal Welfare Act).

### Organ isolation

At 4 weeks, 9 weeks and 75 ± 4 weeks (1.5 years), F1 hybrids were euthanized via cervical dislocation and organs (brain, heart, liver, lung, kidney, spleen and muscle) were collected and flash-frozen in liquid nitrogen. Organs were stored at −80 °C for further use. Three replicates per time point and sex (BL6^∆*Xist*^ × CAST females and BL6 × CAST males) were analyzed.

For embryonic organ isolation, BL6 *Xist*^−/+^ females and wild-type CAST males were mated, and females were checked for a vaginal plug the next morning. At E14.5, embryos were isolated. Organs (brain, heart, liver, lung and kidney) were collected and flash-frozen in liquid nitrogen. Organs were stored at −80 °C for further processing. Three replicates of BL6^∆*Xist*^ × CAST females were analyzed.

### RNA isolation and library preparation for high-input bulk RNA-sequencing

Frozen organs of 4-week-, 9-week- 1.5-year-old mice were homogenized in appropriate amounts of TRIzol reagent (1 ml TRIzol reagent per 50–100 mg tissue) using the GentleMACS Dissociator RNA_02_01 program. One milliliter of homogenized organs was used for RNA isolation. Frozen organs of E14.5 embryos were thawed in TRIzol reagent and homogenized using a pellet pestle. RNA isolation was performed for all time points according to the manufacturer’s instructions (Invitrogen, TRIzol reagent, cat. no. 15596018). RNA concentration was measured by the NanoDrop Microvolume Spectrophotometer. Then, 100 ng of RNA was used to generate poly-A captured RNA-seq libraries using lllumina’s Stranded mRNA Prep, Ligation kit according to manufacturer’s instructions. Concentration and fragment distribution of completed RNA-seq libraries was measured on Agilent’s TapeStation System. Libraries were sequenced in the 50-bp paired-end mode on a NovaSeq6000 at Helmholtz Munich.

### Major cardiac cell type isolation and library preparation for low-input bulk RNA-sequencing

To identify escape genes on cell-type resolution, hearts of three replicates per sex (BL6^∆*Xist*^ × CAST females and BL6 × CAST males) were isolated. To obtain a single-cell suspension of the heart, an enzymatic retrograde perfusion was performed. To do so, the heart was collected and cannulated at the aorta. Coronary arteries were flushed briefly with 1 ml perfusion buffer (for reagents for buffer compositions, see Supplementary Table 1, sheet s). Afterward, the cannula with the heart was attached to the perfusion pump system, and the heart was perfused with perfusion buffer for 1 min (4 ml min^−1^). Next, the heart was rinsed with a digestion buffer for 10 min (recirculating, 4 ml min^−1^) to enzymatically dissociate the ventricular cells. Then, the heart was detached, atria were discarded and the ventricles were roughly homogenized in 2.5 ml digestion buffer by cutting with scissors. A 1-ml syringe was used to shear the tissue pieces up and down 30 times. After adding 2.5 ml stop buffer, the syringe sheared the liquid again 30 times. Ultimately, the suspension was filtered through a 100-µm strainer and put on ice.

To separate cardiomyocytes from noncardiomyocytes, the suspension was centrifuged at 100*g* at 4 °C for 1 min and supernatant was transferred. This was repeated once and the sediment, containing cardiomyocytes, was resuspended in TRIzol, homogenized using a pellet pestle, and frozen at −80 °C for further use. The supernatant, containing noncardiomyocytes, was spun down at 400*g* at 4 °C for 7 min. After discarding the supernatant, the pellet was resuspended in red blood cell lysis buffer at room temperature for 0.5 min. Next, 2 ml PBS was added, and suspension was centrifuged at the same settings, followed by the filtering through a 70-µm strainer. Cells were blocked with Fc-block at 4 °C for 15 min, before using CD45-conjugated microbeads (Miltenyi) to bind CD45-positive cells (Supplementary Table 1, sheet t). Afterward, the cell suspension was separated into a CD45-positive and CD45-negative fraction using the autoMACS Pro Separator by Miltenyi. Then, both fractions were stained with Zombie Green to detect dead cells, followed by the macrophage staining for the CD45-positive fraction (CD45-positive, CD11b, CD64, F4/80) and the endothelial staining (CD45-negative, CD105) and the fibroblast staining (CD45-negative, CD140a) for the CD45-negative fraction (Supplementary Table 1, sheet t). After washing twice, 2,000 cells of each cell type were sorted, immediately frozen on dry ice and stored at −80 °C for further use. After thawing, sorted major cardiac cell types were resuspended in 1 ml TRIzol and RNA was isolated according to manufacturer’s instructions (Invitrogen, TRIzol reagent, cat. no. 15596018). Because the starting sample was small, 10 μg of RNase-free glycogen was used as a carrier, and isopropanol precipitation was performed at −20 °C overnight. RNA quality was measured on Agilent’s TapeStation system. Then, 0.5–3 ng of RNA were used to generate RNA-seq libraries using Takara’s SMART-Seq v4 PLUS kit according to the manufacturer’s instructions. The concentration and fragment distribution of completed RNA-seq libraries was measured on Agilent’s TapeStation system. Libraries were sequenced in the 50-bp paired-end mode on a NovaSeq6000 at Helmholtz Munich.

### Nuclei isolation and library preparation for ATAC- and snRNA-seq

Nuclei were chosen as an input. On the one hand, this allowed us to include cardiomyocytes in our snRNA-seq analysis that as viable cells do not fit into the 10x Genomics microfluidic channels. On the other hand, it reduced the mitochondrial read fraction in ATAC-seq experiments. To isolate nuclei from frozen tissue, the nuclei extraction buffer (Miltenyi) was used according to manufacturer’s instructions. For ATAC-seq, the integrity of isolated nuclei was assessed on the Countess II FL Automated Cell Counter equipped with the DAPI EVOS light cube. In total, 50,000 nuclei of 2 replicates (BL6^∆*Xist*^ × CAST females) per time point were taken as input for Active Motif’s ATAC-Seq kit, and libraries were generated according to manufacturer’s instructions. ATAC libraries were sequenced on a NovaSeq6000 at Helmholtz Munich.

For snRNA-seq, nuclei of 1 replicate per time point (BL6 × CAST females) were incubated with DRAQ7 for 5 min before sorting, staining the DNA of nuclei. Sorting the DRAQ7-positive population ensured a debris-free nuclei suspension, which was again assessed on the Countess II FL Automated Cell Counter equipped with the DAPI EVOS light cube. Single-nucleus libraries were generated using the Chromium Next GEM Single Cell 3′ Reagent Kit v3.1 (10x Genomics) with a target of 10,000 nuclei per sample. The single-nucleus libraries were prepared according to the manufacturer’s instructions. Sequencing was performed on a NovaSeq6000 at Helmholtz Munich.

### RNA-seq analysis

After quality assessment using the FASTQC software tool (version 0.11.9)^52^, RNA-seq data were mapped to the mouse reference genome GRCm38/mm10 (ref. ^53^) by the STAR aligner (version 2.6.0c)^54^. For downstream analysis, multimappers and alignments containing noncanonical junctions as well as intron sizes >100,000, were excluded. Quantification of uniquely aligned reads was performed by htseq-count (version 0.11.3)^55^. A custom Perl script was used to further separate strand-specific information. SNPsplit (version 0.6.0)^56^ was performed to separate reads to their respective alleles for visualization of allele-specific RNA expression in genome browser tracks. TPM were computed by a custom R script to compare male and female expression levels.

### ATAC-seq analysis

Alignment of ATAC-seq data was performed using the bowtie2 aligner in paired-end mode with the parameter ‘--very-sensitive’^57^. To obtain high-quality reads for downstream analysis, mitochondrial reads, mapping artifacts (≤38 bp or ≥2,000 bp), low-quality reads (mapping quality (MAPQ) <20), ENCODE blacklist genes (blacklist.v2.bed)^58^ and duplicates (identified by GATK MarkDuplicates, version 4.2.2.0)^59^ were removed. This left at least 33 million high-quality mapped reads for downstream analysis. To investigate differences in the adult and aged chromatin profile of Xa and Xi, SNPsplit assigned reads to their corresponding allele^56^. MACS2 (version 2.1.0) was used to call broad peaks^60^, which were then counted within 10-Mb windows along the entire genome. The median number of peaks per window was calculated across replicates, and the enrichment of aged peaks was calculated by dividing the number of aged peaks by the number of total peaks (aged + adult peaks). To test for significance of peak enrichment during aging, a binomial test was applied, assuming an equal number of peaks between the time points.

### Allele-specific analysis for RNA-seq and ATAC-seq data

To obtain allele-specific information on RNA expression and chromatin accessibility, we used the updated Allelome.PRO2 pipeline^20,21^.

For the allele-specific RNA-seq analysis of whole organs, the GRCm38/mm10 RefSeq gene annotation^53^ was used together with the previously documented SNP dataset^61^, covering 20,635,313 SNPs between CAST and BL6 strains. A minread (minimum number of reads covering a SNP) cutoff value of ≥1 and a total read cutoff value (total read count covering a gene) of ≥20 were applied.

For the allele-specific RNA-seq analysis of major cardiac cell types, the same annotation was used in combination with a SNP dataset, containing only SNPs located in exonic regions. Here, a minread cutoff value of ≥1 and a total read cutoff value of ≥10 were applied.

Our escape detection workflow identified X-linked genes with an AR ≤0.9 in females as escape genes. X-linked genes with an AR ≤0.9 in males were excluded from the analysis, including the following genes from the pseudoautosomal region: *Mid1*, *G530011O06Rik* and *Gm39551*; and four additional false-positive genes outside the pseudoautosomal region: *Gm14719*, *Armcx4*, *Sms* and *Llph-ps2*.

For the allele-specific ATAC-seq analysis, an annotation was created by intersecting the peaks called across time points and replicates^62^. In combination with the complete SNP dataset also used for RNA-seq data from organs, Allelome.PRO2 was conducted with a minread cutoff value of ≥1 and a total read cutoff value of ≥20. In addition, the Allelome.PRO2 output was filtered for only those peaks that were called by MACS2 in their respective sample.

### snRNA-seq data preprocessing

The cellranger tool (Cell Ranger version 7.1.0, 10x Genomics)^63^ was used to align reads, quantify gene expression and call cells of raw snRNA-seq data. Subsequently, CellBender (version 0.3.0) was performed with default settings to eliminate technical artifacts such as ambient RNAs, which are common in single-nucleus data^64^. Subsequent downstream processing of filtered count matrices was done in R using the Seurat package (version 5.1.0)^65^. Quality control further filtered for cells with 500 < nCount < 20,000, 200 < nFeature < 5,000, and a percentage of mitochondrial reads >5. In addition, genes expressed in ≤10 cells were discarded. To remove doublets, the DoubletFinder package (version 2.0.3) was used according to their instructions^66^. Samples were normalized using the SCTransform package (version 0.4.1)^67^, while the percentage of mitochondrial reads was simultaneously regressed out. The Seurat objects were then integrated by Seurat’s IntegrateData() function and principal components were computed by RunPCA(), using the top 40 dimensions for UMAP dimensional reduction and clustering. Based on the expression of marker genes, individual cell clusters were manually annotated.

### Allele-specific snRNA-seq analysis

To determine whether the CAST or the BL6 X chromosome is active in a single cell, we bioinformatically sorted each cell according to the XCI status as previously described in ref. ^26^. In brief, a chromosome-wide Allelome.PRO2 run was conducted for each individual cell. The CellRanger output bam file was separated into single cell bam files using the command filterbarcodes within the sinto package^68^. A custom-made chromosome-wide annotation together with a SNP dataset, which excluded SNPs covering the *Xist* locus, was used to perform Allelome.PRO2. Only cells containing ≥10 X-chromosomal reads were further analyzed. To determine their XCI status, cells were then categorized on the basis of their AR (AR ≤0.2 CAST Xa, AR ≥0.8 BL6 Xa, 0.2 ≤ AR ≤ 0.8 biallelic).

To confirm age-specific escape genes in snRNA-seq cell clusters, an allele-specific pseudobulk analysis was performed, separating the CellRanger output bam file into pseudobulk bam files on the basis of their cluster and Xa status. To compare the snRNA-seq results with our bulk RNA-seq obtained from BL6^∆*Xist*^ × CAST females and to minimize strain-specific escape, only cells with a BL6 Xa were analyzed as a pseudobulk. The subsequent Allelome.PRO2 analysis used the same annotation as well as the SNP file as described for the whole-organ bulk RNA-seq data. Only cell clusters containing more than 50 cells in both time points were analyzed. The minread cutoff was set to 1, while the total read cutoff was ≥20.

### Statistics and reproducibility

Sample sizes were determined on the basis of previous experiments^16,29^. The experiments were not randomized. For in vivo sequencing data like in this study, blinding was not necessary, as the experimenter has no influence on the results of these tests. No data were excluded from the analyses. Normality of the data was tested using the Shapiro–Wilk test. Statistical significance was assessed as indicated in the figure legends.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Reporting Summary

Supplementary Table 1 Multi-omics investigation to map and characterize gene escape during mouse aging. **a**, Sample information from of all sequenced samples. **b**, ARs of X-linked genes across adult organs. **c**, Expression levels (TPM) of X-linked genes across adult organs. **d**, ARs of X-linked genes across cardiac cell types. **e**, Expression levels (TPM) of X-linked genes across cardiac cell types. **f**, ARs of X-linked genes across embryonic organs. **g**, Expression levels (TPM) of X-linked genes across embryonic organs. **h**, ARs of X-linked genes across young organs. **i**, Expression levels (TPM) of X-linked genes across young organs. **j**, ARs of X-linked genes across aged organs. **k**, Expression levels (TPM) of X-linked genes across aged organs. **l**, Disease association of identified escape genes retrieved from IMPC. **m**, Disease implications of identified escape genes retrieved from the Alliance of Genome Resources Consortium. **n**, Metadata of cardiac snRNA-seq, including XCI status assessment. **o**, ARs of X-linked genes across snRNA-seq pseudobulks. **p**, ATAC peak count analysis of adult and aged kidney and liver. **q**, ARs of X-linked ATAC peaks in adult and aged kidney. **r**, Human escape comparison. **s**, Reagents for cardiac retrograde perfusion. **t**, List of antibodies and dyes

Supplementary Table 2 Aging escape atlas.

## Data Availability

All datasets have been submitted to the Gene Expression Omnibus (GEO) database and can be accessed under the accession code GSE274695. All other data are available from the corresponding author upon request. In addition, we provide access to the escape landscape resource via the Integrative Genomics Viewer at https://github.com/AndergassenLab/AgingX.

# Supplementary material for: Aging promotes reactivation of the Barr body at distal chromosome regions
**Source:** Nat Aging. 2025 May 1;5(6):984–96. doi: 10.1038/s43587-025-00856-8
**Supplement:** Supplementary file 1 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | No software was used for data collection.                                                                                                                                                                                                                                                                                                                                                                                                                              |
| Data analysis   | <div>Bowtie (version 2.3.5.1)<br/>HTSeq (version 0.11.3)<br/>Bedtools (version 2.30.0)<br/>GATK (version 4.2.2.0)<br/>Macs2 (version 2.1.0)<br/>Sinto (version 0.9.0)<br/>STAR (version 2.6.0c)<br/>FastQC (version 0.11.9)<br/>Cellranger (version 7.1.0)<br/>Cellbender (version 0.3.0)<br/>SNPsplit (version 0.6.0)<br/>Seurat (version 5.1.0)<br/>sctransform (version 0.4.1)<br/>DoubletFinder (version 2.0.3)<br/>Allelome.PRO (version 2 = Allelome.PRO2)</div> |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All generated data have been submitted to the Gene Expression Omnibus (GEO) database under the accession code GSE274695.

Used publicly available annotation / databases:

GRCm38/mm10 RefSeq gene annotation (downloaded in 2018): O'Leary et al., 2016

Sanger database v5: Keane et al., 2011

ENCODE blacklist genes v2 Amemiya et al., 2019

International Mouse Phenotyping Consortium (IMPC): Groza et al., 2023

Alliance of Genome Resources v7.2.0: Alliance of Genome Resources Consortium, 2024

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\)](#), [and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |     |
|--------------------------------------------------------------------|-----|
| Reporting on sex and gender                                        | N/A |
| Reporting on race, ethnicity, or other socially relevant groupings | N/A |
| Population characteristics                                         | N/A |
| Recruitment                                                        | N/A |
| Ethics oversight                                                   | N/A |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No sample size calculations were performed. Sample sizes were determined based on previous experiments (Andergassen et al., 2017, Andergassen et al., 2021).                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
| Data exclusions | No data were excluded.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
| Replication     | For the comprehensive bulk RNA sequencing study, we used three biological replicates for each group (3 females, 3 males per postnatal timepoint; 3 females for embryonic timepoint). This number of replicates is generally used for RNA-seq in tissues from inbred mice, as low biological and technical variability between samples is expected. To test the variability in our samples, we performed unsupervised clustering (Spearman correlation) and were able to confirm the identity of the tissues by showing that replicates of the same tissue clustered together. This result implies a low biological and technical variability among the samples, which supports our choice of at least 3 biological replicates. 

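With 1 library per age, the precision of an allelic ratio rests on the number of SNP-overlapping reads of the gene. At the minimum of 20 reads, an allelic ratio of 0.9 corresponds to 18 BL6 reads and has an exact 95% interval of 0.683 to 0.988. The median number of reads of the informative X-linked genes was 165 in the adult and 126 in the aged library. Of the 38 adult and 43 aged genes with an allelic ratio of 0.9 or lower, 20 and 21 had an interval that lay wholly below 0.9. The change in allelic ratio between the libraries can be set beside that of autosomal genes, for which counting error gives an expected size. The median absolute change was 0.0897 for the 5303 autosomal genes with at least 20 and fewer than 100 reads in the shallower library, against 0.0603 expected from counting error. It was 0.0461 against 0.0264 for the 5892 genes with at least 100 and fewer than 1000 reads and 0.0266 against 0.0104 for the 1175 genes with at least 1000 reads. The observed changes were thus 1.49, 1.75 and 2.54 times those expected, so differences between the libraries beyond counting error were present on chromosomes not subject to X inactivation. A change of 0.1 or more in either direction was found for 45.9%, 17.0% and 3.32% of these genes. Autosomal allelic ratios lie near 0.5, where counting error is larger than near 1.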

For the single-cell heart analysis, which we performed to identify cell-type specificity of whole heart age-specific escapees, we performed an allele-specific analysis using the Allelome.PRO approach, which has the advantage of higher statistical power, because the expression signals of the two alleles serve as internal controls for each other, allowing robust confirmation of escapees from a single Adult and Aged replicate. For ATAC-seq, 2 biological replicates were used per organ and timepoint. For RNA-seq and ATAC-seq, all attempts at replication were successful. |
| Randomization   | No randomization was performed. We used genetically identical inbred mice, eliminating the need for randomization to control genetic variability. Since age was our primary variable, mice were naturally assigned to groups based on chronological age, ensuring observed differences were due to aging rather than experimental bias.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |

## Blinding

For in vivo sequencing data like in this study, blinding was not necessary, as the experimenter has no influence on the results of these tests, as the results are recorded directly by the machine.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

### Antibodies used

1. CD45 Monoclonal Antibody, PE-Cyanine5, eBioscience™, dilution 1:100 (Supplier: ThermoFisher, Catalog number: # 15-0451-81, Clone name: 30-F11, Lot number: 2228643)
2. PE Rat Anti-CD11b, dilution 1:100 (Supplier: BD Biosciences, Catalog number: # 553311, Clone name: M1/70, Lot number: 0301402)
3. PE/Dazzle™ 594 anti-mouse CD64 (FcγRI) Antibody, dilution 1:100 (Supplier: BioLegend, Catalog number: # 139320, Clone name: X54-5/7.1, Lot number: B304964)
4. F4/80 Monoclonal Antibody, PE-Cyanine7, eBioscience™, dilution 1:100 (Supplier: ThermoFisher, Catalog number: # 25-4801-82, Clone name: BM8, Lot number: 2198632)
5. CD140a (PDGFRA) Monoclonal Antibody, PE-Cyanine7, eBioscience™, dilution 1:50 (Supplier: ThermoFisher, Catalog number: # 25-1401-82, Clone name: APA5, Lot number: 2504580)
6. CD105 (Endoglin) Monoclonal Antibody, PE, eBioscience™, dilution 1:50 (Supplier: ThermoFisher, Catalog number: # 12-1051-82, Clone name: MJ7/18, Lot number: 2196698)
7. BD Pharmingen™ Purified Rat Anti-Mouse CD16/CD32 (Fc-block), dilution 1:50 (Supplier: BD Biosciences, Catalog number: # 553142, Clone name: 2.4G2, Lot number: 0296888)

### Validation

All antibodies were validated by the supplier.  
Suppliers' statements:

1. CD45: The 30-F11 antibody has been tested by flow cytometric analysis of mouse bone marrow cells and splenocytes. This can be used at less than or equal to 0.06 µg per test.
2. CD11b: Expression of CD11b on bone-marrow myeloid cells. BALB/c bone-marrow leukocytes were either unstained or stained with PE Rat Anti-CD11b (Cat. No. 553311/557397/561689). Flow cytometry was performed on a BD FACScan™ flow cytometry system.
3. CD64: Each lot of this antibody is quality control tested by immunofluorescent staining with flow cytometric analysis. C57BL/6 mouse bone marrow cells were stained with CD11b (clone M1/70) APC and CD64 (clone X54-5/7.1) PE/Dazzle™ 594 (top) or mouse IgG1, κ PE/Dazzle™ 594 isotype control (bottom).
4. F4/80: This BM8 antibody has been tested by flow cytometric analysis of mouse resident peritoneal exudate cells. This can be used at less than or equal to 0.5 µg per test.
5. CD140a: This APA5 antibody has been tested by flow cytometric analysis of NIH/3T3 cells. This can be used at less than or equal to 0.125 µg per test.
6. CD105: This MJ7/18 antibody has been tested by flow cytometric analysis of mouse brain-derived endothelial (bEnd.3) cells and splenocytes. This can be used at less than or equal to 0.5 µg per test.
7. CD15/CD32 (Fc-block):

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

### Laboratory animals

BL6 Xist +/- females were purchased from Riken BRC Japan (RBRC02655: B6;129-Xist<tm5Sado>). C57BL/6J (BL6), and CAST/Ei (CAST) mice were purchased from the Jackson Laboratory.  
F1 hybrids (female: BL6ΔXistxCAST, BL6xCAST; male: BL6xCAST) were used throughout the entire study. Experimental animals were sacrificed at E14.5, 4 weeks, 9 weeks, and 1.5 years of age.

### Wild animals

This study did not involve wild animals.

### Reporting on sex

Since the investigation of genes escaping female X chromosome inactivation and their expression levels compared to males was the

|                         |                                                                                                                                                                                                                                                                                                                                                                                                             |
|-------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Reporting on sex        | major aim of this study, we performed sex-based analyses.                                                                                                                                                                                                                                                                                                                                                   |
| Field-collected samples | This study did not involve samples collected from the field.                                                                                                                                                                                                                                                                                                                                                |
| Ethics oversight        | All animal experiments were performed in accordance with relevant guidelines and regulations, including the EU guideline 2010/63, the German Animal Welfare Act, and ARRIVE guidelines. Approval was granted by the authorities (District Administration Department of the City of Munich, Veterinary Office Munich City, permit according to §11, paragraph 1 sentence 1 no. 1 of the Animal Welfare Act). |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

|                       |     |
|-----------------------|-----|
| Seed stocks           | N/A |
| Novel plant genotypes | N/A |
| Authentication        | N/A |

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

#### Sample preparation

##### Sorting of major cardiac lineages (MCL)

To identify escape genes on cell-type resolution, hearts of 3 replicates per sex (BL6ΔXistxCAST females and BL6xCAST males) were isolated. In order to obtain a single cell suspension of the heart, an enzymatic retrograde perfusion was performed. To do so, the heart was harvested and cannulated at the aorta. Coronary arteries were flushed briefly with 1 ml Perfusion Buffer (reagents for buffer compositions see Supplementary Table 1, sheet p). Afterwards, the cannula with the heart was attached to the perfusion pump system, and the heart was perfused with Perfusion Buffer for 1 min (4 ml/min). Next, the heart was rinsed with a Digestion Buffer for 10 min (recirculating, 4 ml/min) to enzymatically dissociate the ventricular cells. Then, the heart was detached, atria were discarded, and the ventricles were roughly homogenized in 2.5 ml Digestion Buffer by cutting with scissors. A 1 ml syringe was used to shear the tissue pieces up and down for 30 times. After adding 2.5 ml Stop Buffer, the syringe sheared the liquid again for 30 times. Ultimately, the suspension was filtered through a 100 µm strainer and put on ice.

To separate cardiomyocytes from non-cardiomyocytes, the suspension was centrifuged at 100 x g at 4 °C for 1 min and supernatant was transferred. This was repeated once and the sediment, containing cardiomyocytes, was resuspended in 500 µl TRIzol, homogenized using a pellet pestle. After adding another 500 µl TRIzol the cardiomyocytes were frozen at -80 °C for further use. The supernatant, containing non-cardiomyocytes, was spun down at 400 x g 4 °C for 7 min. After discarding the supernatant, the pellet was resuspended in RBC-Lysis-Buffer at room temperature for 0.5 min. Next, 2 ml PBS was added, and suspension was centrifuged at the same settings, followed by the filtering through a 70 µm strainer. Cells were blocked with Fc-block at 4 °C for 15 min, before using CD45-conjugated microbeads (Miltenyi) to bind CD45-positive cells. Afterwards, the cell suspension was separated into a CD45-positive and CD45-negative fraction using the autoMACS Pro Separator by Miltenyi. Then, both fractions were stained with Zombie Green to detect dead cells, followed by the macrophage staining for the CD45-positive fraction (CD45-positive, CD11b, CD64, F4/80) and the endothelial staining (CD45-negative, CD105) and the fibroblast staining (CD45-negative, CD140a) for the CD45-negative fraction. After washing twice, 2,000 cells of each cell type were sorted, immediately frozen on dry ice, and stored at -80 °C for further use.

##### Sorting of nuclei for 10X single-nucleus RNA-seq

To isolate nuclei from frozen tissue, the Nuclei Extraction Buffer (Miltenyi) was used according to manufacturer's instructions. For snRNA-sequencing, nuclei of 1 replicate per time point (BL6xCAST females) were incubated with DRAQ7 for 5 min before sorting, staining the DNA of nuclei. Sorting the DRAQ7-positive population ensured a debris-free nuclei suspension, which was assessed on the Countess™ II FL Automated Cell Counter equipped with the DAPI EVOS light cube.

#### Instrument

Sony Cell Sorter (make: SONY, Model number: LE-SH800SZGCPL)

|                           |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
|---------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Software                  | SH800 Software                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
| Cell population abundance | In test experiments, sorted solution was observed und the microscope and counted by the Countess 3 Automated Cell Counter (Invitrogen) as well as manually. All cells were singlets, no dead cells, no debris was observed. In real experiments, 2,000 cells of each cell type were sorted, immediately frozen on dry ice, and stored at -80 °C for further use.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
| Gating strategy           | <p>Sorting of major cardiac lineages (MCL)</p> <p>CD45-positive samples: The first gate excluded debris by considering cells of reasonable size on the FSC-A:BSC-A plot. Subsequently, a gate on the FSC-A:FSC-H plot was employed to exclude doublets. The Zombie-Green histogram then gated our sample into dead cells and living cells. The Zombie-Green-negative gate, representing living cells, was visualized on an CD45:CD11b plot. Population positive for both singals was gated. Ultimately, in a CD64:F4/80 plot the population positive for both singals was sorted as macrophages.</p> <p>CD45-negative samples: The first gate excluded debris by considering cells of reasonable size on the FSC-A:BSC-A plot. Subsequently, a gate on the FSC-A:FSC-H plot was employed to exclude doublets. In the CD45:Zombie-Green plot, the population negative for both signals was gated and visualized on an CD105:CD140a plot. Population positive for CD105 was sorted as endothelial cells and population positive for CD140a wassorted as cardiac fibroblasts.</p> <p>Sorting of nuclei for 10X single-nucleus RNA-seq</p> <p>The first gate excluded debris by considering cells of reasonable size on the FSC-A:BSC-A plot. Subsequently, a gate on the FSC-A:FSC-H plot was employed to exclude doublets. In a DRAQ-7 histogram, the positive population was sorted as nuclei for single-nucleus libraries.</p> |

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

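Nuclei of 1 adult (9 weeks) and 1 aged (78 weeks) heart of female BL6 × CAST F1 mice were measured by snRNA-seq. The samples were mapped to the ages by their labels and by Supplementary Table 1, which give the same ages. The name of the aged file carries another number of weeks than its labels, and the age of the labels and the paper was used. The labels name the wild-type genotype in their genotype field and the Xist-mutant cross in their strain field, and the paper's wild-type genotype was used. Only nuclei in which the BL6 X chromosome was active are included in the values analysed here.

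The authors aligned the reads with Cell Ranger, separated the alignments by nucleus with sinto, classified each nucleus by its chromosome-wide allelic ratio, pooled the nuclei with a BL6 Xa of each age and ran Allelome.PRO2 with the RefSeq annotation of GRCm38 and SNPs between CAST and BL6. For each gene the deposited values are counts of SNP-overlapping reads of the BL6 and the CAST allele and their total, the allelic ratio as a fraction from 0 to 1 rounded to 2 decimals, and an allelic score. The authors' counts are not normalized and carry no correction for background RNA that the paper's text names. The deposited score was not used. The paper removed doublets from the expression matrices with DoubletFinder, and its text does not name whether the nuclei pooled for these counts were restricted to those that passed. The genes start at a total of 1 read, so a minimum of 20 reads was applied here to each library. Whether duplicate reads of one molecule were collapsed before this counting is not named in the paper's text, and intervals treat reads as independent.

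The adult library held 9747535 SNP-overlapping reads and the aged library 5805807, or 3663 and 3356 per nucleus with a BL6 Xa. The allelic ratio of a gene, the number of X-linked genes with an allelic ratio of 0.9 or lower, the median allelic ratio, the change in allelic ratio (adult minus aged) and reads scaled to the SNP-overlapping reads of all genes (RPM) and reads per nucleus were computed from these counts. Allelic ratios in the counts of genes, in medians and in lists are the deposited ones, and allelic ratios of single genes printed with an interval were computed from the reads. Numbers of nuclei are the paper's, 8127 adult and 5986 aged nuclei after quality control and 2661 and 1730 with a BL6 Xa. Shares have exact Clopper-Pearson 95% intervals, read counts exact Poisson intervals and changes in allelic ratio Newcombe intervals. All intervals cover counting error only. With 1 library per age, no test between ages was made. A list of genes is described by its median change and the percentile of that median among 10000 random lists of the same size, each gene being replaced by one of the 30 genes outside the list nearest in total reads. As a second way of drawing lists, list membership was shuffled within bins of 30 genes of similar total reads.

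The functions were tested on simulated data. For 12736 genes with the read numbers of both libraries, 200 genes were lowered by 0.15 in the aged library. The adult exact intervals held the simulated ratio for 96.1% of the genes, and the median recovered change was 0.148. The aged interval lay below the adult interval for 49.0% of the changed genes and 0.14% of the unchanged ones. The simulated reads carried counting error alone, whereas the autosomal genes of these libraries changed more than counting error gives. The 0.14% is therefore not the rate at which unchanged genes separate in the real libraries.

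Genes were named by a rule set before the data were examined. It comprises the genes named in the snRNA-seq section or printed in Fig. 3f, the constitutive escapees, up to 10 genes with the largest absolute change in allelic ratio among those whose intervals did not overlap, up to 10 genes outside Supplementary Table 2 with an upper limit below 0.9 in both libraries, and imprinted autosomal genes as controls for the direction of the allelic ratio. A gene that the rule also names is not reported here. Usp9x, Cask, Gpr34, Col4a5, Dmd and Rbm10 fall outside this rule and were chosen after their values were seen. Kcnq1 falls outside it as well and was chosen after the values of Kcnq1ot1, but before its own, were seen. Coordinates are those of the deposited values on GRCm38, counted from 1, and strands and gene types come from GENCODE M21 and the RefSeq gene table of the same build. The end of chromosome X was taken as the end of its last RefSeq gene, 170678054.

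The alternatives set before the data were examined were other read minimums, other allelic ratio cutoffs, thinning of the adult reads, leaving out overlapping loci, restriction to genes informative in both libraries, keeping the 7 genes excluded for their allelic ratio in males, division by the median allelic ratio with quotients limited to 1, recomputed allelic ratios, other scales of the reads and other lists and chromosome ends. The use of recomputed allelic ratios for the counts and lists, the removal of genes spanning under 10 kb and the joint use of recomputed allelic ratios without the genes of Supplementary Table 2 were added after the data were seen. Cell composition, the XCI status of single nuclei and allelic ratios per cell cluster are not analysed here. Supplementary Table 1 was held in part, 1999 of the 12189 entries of its sheet of adult allelic ratios, and was used only for the ages and cross of the samples, the read pairs and Bgn. Computations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.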

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

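In this part, the test of overlap around Med14, and the comparison of short and long genes without the genes in question, were chosen after the values had been seen. The comparison of all short and long genes was set before, and the test of Kcnq1 was set after the values of Kcnq1ot1 but before those of Kcnq1 had been seen.

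Outside the genes of Supplementary Table 2, 4 X-linked loci had an upper 95% limit of allelic ratio below 0.9 in both libraries, which the paper does not discuss for the nuclei. They were Tsix, Ndufb11, Rps4x and 9530027J09Rik. Tsix covers Xist, and 9530027J09Rik shares 5659 bp of its 8635 bp with the escapee Utp14a, so the reads of these loci cannot be assigned to one gene. The paper names 9530027J09Rik beside Utp14a among the escape genes of its bulk organs. Ndufb11 had an allelic ratio of 0.613 (0.521 to 0.699) in the adult and 0.465 (0.346 to 0.587) in the aged library. It shares only 62 bp with Rbm10, whose allelic ratio was 0.941 and 0.957. Rps4x, which overlaps no other listed locus, had an allelic ratio of 0.590 (0.517 to 0.661) and 0.595 (0.497 to 0.687). RNA released from nuclei or cells with the CAST X active may enter the droplets, and short genes, whose reads come more from spliced RNA, would then have lower allelic ratios. The median allelic ratio of genes outside the table was 0.974 for genes spanning under 10 kb and higher by 0.00584 for genes of 50 kb or more in the adult library, and 0.972 against 0.982 in the aged library. The CAST share of all reads was 4.92% for the short and 1.28% for the long genes in the adult library and 5.30% and 1.40% in the aged library. An allelic ratio of 0.9 or lower was found for 9 of 54 short and 4 of 157 long genes in the adult library and for 13 of 42 and 3 of 147 in the aged library. All of these values go in the direction of free RNA, and the condition set before, a difference in medians of over 0.005 in both libraries, was met. It was replaced after the values had been seen. The reason is that the short genes include the genes in question and have fewer reads, with a median of 57 against 413 in the adult library. The comparison was repeated without the genes at 0.9 or lower in both libraries. The median of the long genes was then higher by 0.0016 in the adult and 0.0064 in the aged library. The CAST share of the short genes was 2.18% and 2.79%, still above the 1.28% and 1.40% of the long genes. The removal took out only short genes, chosen for low allelic ratios, so the difference could only shrink. Free RNA cannot be told apart from expression from the Xi for these genes. Without them, the difference in medians was below the limit of 0.005 in the adult library and above it in the aged library. As the removal itself lowers this difference, the adult value does not speak against free RNA. Copies of Rps4x or Ndufb11 elsewhere in the genome, to which reads could be misassigned, were not tested, and escape in the heart of wild-type F1 mice stays open as an untested biological explanation.

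Near Med14, the loci Gm14634 and Gm34836 had a lower allelic ratio in the aged library although Supplementary Table 2 does not list them. Gm14634 (12762278 to 12821492) fell from 0.949 (0.920 to 0.970) to 0.779 (0.682 to 0.858), with 95 aged reads. Gm34836 (13569631 to 13586837) fell from 0.941 (0.803 to 0.993) to 0.529 (0.351 to 0.702), with 34 reads in each library. Of the 14 informative genes within 1 Mb of Med14, 4 had an aged interval below the adult interval. Reads shared between overlapping loci were weighed as an explanation, and 2 of these genes, Gm14634 and Gm34836, overlap neither Med14 nor each other, which argues against such sharing as the whole cause. Gm34836 lies inside Cask, whose allelic ratio was 0.972 in the adult and 0.976 in the aged library, so reads of Cask would not lower it. Usp9x, at 0.961 and 0.946, and Gpr34, at 0.932 and 1, did not fall beyond their intervals. An unannotated extension of Med14 into Gm14634, 171 bp away, and a change in the proportions of cell types stay open, as does a change with age, and none of these was tested.

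The imprinted gene Kcnq1ot1, on chromosome 7 and outside the genes the paper discusses, had an allelic ratio of 0.389 (0.370 to 0.409) in the adult and 0.162 (0.138 to 0.188) in the aged library, so that the share of the paternal CAST allele was higher in the aged heart. It lies inside Kcnq1, which had 551 RPM in the adult and 267 RPM in the aged library. This is a ratio of 0.485, with 0.375 for BL6 and 0.588 for CAST reads. The allelic ratio of Kcnq1 was 0.487 in the adult and 0.377 (0.353 to 0.402) in the aged library. A smaller contribution of BL6 reads of Kcnq1 to the locus in the aged library would go in this direction. Because the loci overlap, the counts of Kcnq1 can include reads of Kcnq1ot1, so these values cannot separate both genes. BL6 RPM of Kcnq1ot1 changed by a ratio of 0.247 and CAST RPM by 0.813. Why Kcnq1 had fewer reads was not tested, and a lower proportion of the cells expressing it and a change with age both stay open.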

How the results depend on the processing

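The alternatives that used recomputed allelic ratios for counts and lists, left out genes spanning under 10 kb, or joined recomputed allelic ratios with the removal of the genes of Supplementary Table 2 were chosen after seeing the data, and all others before the data were examined. No paired analysis was possible because each age has 1 library, and leaving out a library was not possible.

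Of the 60 values computed under alternatives, 53 stayed within the 95% interval of the reported value or, for counts of genes, within 1.5 times of it. The number of X-linked genes with an allelic ratio of 0.9 or lower was 38 in the adult and 43 in the aged library. With a minimum of 100 reads it was 21 and 15, with an allelic ratio of 0.8 or lower taken as escape 18 and 21, and with an allelic ratio of 0.95 or lower 101 and 99, as fewer genes or a wider range are counted by construction. The order of the ages, more genes in the aged library, was thus reversed with 100 reads and with 0.95. The median allelic ratio stayed at 0.98 in both libraries under every alternative run. Under its alternatives, the change in allelic ratio of Med14 lay between 0.153 and 0.157 and that of Sh3kbp1 between 0.0306 and 0.0342. These alternatives rescaled, thinned or recomputed the same reads and could hardly move the change. The narrow ranges are therefore no check of it. The ratio of aged to adult Smpx reads was 0.713 per nucleus and 0.779 in RPM, outside the interval of the former. The scale itself differs here, since the aged library had fewer reads per nucleus.

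The median change of the age-specific genes of Supplementary Table 2 was 0.02 and lay between 0.0102 and 0.03 under all 8 alternatives, above the 99th percentile of the random lists wherever a percentile was computed. The median change of the distal genes was 0.01. It was 0 with a minimum of 10 reads, after division by the median allelic ratio with quotients limited to 1, for the first 10 Mb and last 10 Mb, and without the genes of Supplementary Table 2. As these allelic ratios have 2 decimals, a median of 0 or 0.01 is at the limit of the rounding, and from recomputed allelic ratios it was 0.00565, or 0.00356 without the genes of Supplementary Table 2.

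Depth limits what these libraries can show. Thinning the adult reads to the aged total on the X chromosome lowered the number of adult genes at 0.9 or lower to a median of 34, with 27 to 41 over 100 draws, all below the 43 genes of the aged library. The lower depth of the aged library thus does not account for its larger number under this minimum and this limit of the allelic ratio. The draws cover the sampling of adult reads only.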

Differences from the paper's values

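The paper's text gives no value for a measure of all pooled nuclei that was also computed here, so the differences concern statements. The paper states that Xist was expressed from the Xi alone. BL6 reads at the Xist locus made up 4.18% of its reads in the adult library (696 of 16655) and 3.14% in the aged library (327 of 10418). These reads cannot be separated from those of the overlapping Tsix, of doublets or of free RNA from nuclei with a CAST Xa. They do not establish expression of Xist from the Xa.

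The paper names Smpx as the escapee with the highest expression. By SNP-overlapping reads of the pooled nuclei, Smpx had rank 4 among the 48 genes of Supplementary Table 2 listed in the adult library and rank 6 among 49 in the aged library. Among those with an allelic ratio of 0.9 or lower it had rank 2 and rank 4. The highest of these was Kdm6a, with 3755 and 1656 reads against 1755 and 814 for Smpx. SNP-overlapping reads depend on the number of SNPs and on the length of a gene as well as on its expression, so this order is not one of expression levels.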

Other observations

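The tests at Med14 of reads from other nuclei, of depth, of the reads of each allele and of cell-type composition, and the test of the BL6 reads of Xist, were chosen after the values had been seen, as were the lists drawn within bins for the distal genes. The test of Bgn and the definition of the distal regions were not.

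The lower allelic ratio of Med14 in the aged library was weighed against 4 technical or compositional explanations. More reads from the CAST X of other nuclei would lower the allelic ratio of all genes or raise the BL6 share of Xist. The BL6 share of Xist fell by 1.04 percentage points, and the median allelic ratio of 302 genes outside Supplementary Table 2 was 0.977 in the adult and 0.978 in the aged library. The pooled CAST share of these genes rose by 0.210 percentage points, the direction of such reads but far below the change of Med14, and the values argue against this as the whole cause. Counting error at the depths of both libraries was not the cause either, if reads are independent, as the lower 95% limit of the change was 0.130. Fewer BL6 reads with unchanged CAST reads would also lower the allelic ratio, but CAST reads in RPM rose by a ratio of 3.87. A shift in cell-type composition cannot be told apart from a change within cell types, because the change of 0.155 is that of all nuclei pooled. The cluster values of the paper in Fig. 3g bear on this and were not recomputed here. A change with age in Xi expression of Med14 stays open as a hypothesis, on 1 heart per age.

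Bgn had an allelic ratio below 0.9 in both libraries, 0.795 (0.748 to 0.836) in the adult and 0.895 (0.868 to 0.919) in the aged library, the latter with an upper limit above 0.9. A mapping or SNP error at positions read in both would be shared by other BL6 × CAST libraries. In the first 1999 of the 12189 entries of the paper's sheet of adult allelic ratios, the bulk adult hearts of the Xist model gave Bgn a median allelic ratio of 0.99 (the paper's value, 3 libraries from 0.98 to 0.99), which argues against such an error. The bulk libraries were made from poly-A RNA of whole tissue and aligned separately. An error confined to the reads of nuclei is therefore not excluded. Free RNA from cells with the CAST X active, which the bulk hearts of the Xist model do not contain, was not tested for Bgn and stays open, as does expression from the Xi in wild-type mice.

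BL6 reads of Xist made up 4.18% of its reads in the adult library. Nuclei with a CAST Xa, or doublets, among those assigned a BL6 Xa would bring such reads and would also bring CAST reads to other X-linked genes. The paper assigned a BL6 Xa only at a high chromosome-wide allelic ratio, with SNPs at Xist left out. A nucleus with a CAST Xa alone would hardly pass this rule, whereas a doublet made mostly of BL6 Xa reads could. The paper removed doublets from its expression matrices, and whether this reached the pooled nuclei is not named in its text. The pooled CAST share of the 302 genes outside Supplementary Table 2 was 1.56% in the adult and 1.77% in the aged library. This is 0.373 times the BL6 share of Xist in the adult and 0.564 times in the aged library, lower than such nuclei alone would give. The explanation cannot be told apart from others, since the ratios lay on both sides of the limit set for the test and Dmd alone held 27.6% and 29.6% of the reads of these genes. Without Dmd the CAST shares were 2.01% and 2.29%.

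The paper's claim that age-specific escape is concentrated toward the chromosome ends rests on bulk organs. In the pooled nuclei, the hypothesis was tested that genes in the first 20 Mb and last 40 Mb of the X chromosome shift more than the rest. The median change in allelic ratio was 0.01 for 153 distal genes and 0 for the 186 others, at percentile 99.905 of lists drawn within bins of similar reads. From recomputed allelic ratios the medians were 0.00565 and -0.00434. Without the genes of Supplementary Table 2, the deposited allelic ratios gave medians of 0 for both groups and percentile 52.4, and the recomputed allelic ratios 0.00356 and -0.0045 at percentile 99.94. The shift is consistent with a small regional difference between these libraries, but neighbouring genes are not independent, the difference is near the rounding of the deposited allelic ratio, and the first 10 Mb and last 10 Mb gave a median of 0 at percentile 50.02. Whether it reflects age cannot be judged from 1 heart per age.

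Of the 339 X-linked genes informative in both libraries, 20 had an aged interval below the adult interval and 6 an aged interval above it. Such separation exceeds counting error only, and autosomal genes also changed beyond counting error between the libraries. Among the 10 of these 26 genes with separate intervals that had the largest change in allelic ratio, 7 were lower and 3 higher in the aged library. Besides Med14, its neighbours and Smpx, the lower ones were Gm35612 (50537389 to 50562598), with an allelic ratio of 0.994 and 0.913, and 5430428K19Rik (6452376 to 6574663), with 0.996 and 0.925, which lies inside Shroom4. The higher ones were 4930578C19Rik, from 0.728 to 0.880, Utp14a, from 0.745 to 0.846, and Bgn, of which the first 2 are listed as escapees from earlier stages.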
